# A Novel Meiosis-Related lncRNA, Rbakdn, Contributes to Spermatogenesis by Stabilizing Ptbp2

**DOI:** 10.3389/fgene.2021.752495

**Published:** 2021-10-11

**Authors:** Wensheng Liu, Yinan Zhao, Xiaohua Liu, Xiaoya Zhang, Jiancheng Ding, Yang Li, Yingpu Tian, Haibin Wang, Wen Liu, Zhongxian Lu

**Keywords:** lncRNA, meiosis, RNA binding protein, spermatogenesis, ubiquitination

## Abstract

Spermatocyte meiosis is the cornerstone of mammalian production. Thousands of long noncoding RNAs (lncRNAs) have been reported to be functional in various cellular processes, but the function of lncRNAs in meiosis remains largely unknown. Here, we profiled lncRNAs in spermatocytes at stage I of meiosis and identified a testis-specific lncRNA, Rbakdn, as a vital regulator of meiosis. Rbakdn is dynamically expressed during meiosis I, and Rbakdn knockdown inhibits meiosis *in vitro*. Furthermore, Rbakdn knockdown in testes in mice by intratesticular injection disturbs meiosis, reduces testicular volume, and increases apoptosis of spermatocytes, resulting in vacuolation of the seminiferous tubules. Rbakdn can bind to Ptbp2, an RNA-binding protein that is important in the regulation of the alternative splicing of many genes in spermatogenesis. Rbakdn knockdown leads to a decrease in Ptbp2 through the ubiquitination degradation pathway, indicating that Rbakdn maintains the stability of Ptbp2. In conclusion, our study identified an lncRNA, Rbakdn, with a crucial role in meiosis.

## Introduction

Spermatogenesis involves mitotic division of spermatogonial stem cells, meiotic division of spermatocytes, and spermiogenesis (de Kretser et al., 1998). In meiosis, the chromosomes duplicate, and homologous chromosomes exchange genetic information. Then, the tetraploid spermatocyte divides twice to produce four cells containing half the original amount of genetic information (Zickler and Kleckner, 2015; Bolcun-Filas and Handel, 2018). According to the morphology and chromosomal behavior of spermatocytes, meiotic prophase I can be further divided into six stages: preleptotene, leptotene, zygotene, pachytene, diplotene, and diakinesis (Zickler and Kleckner, 2015). Abnormalities in meiosis at these stages may block spermatogenesis or produce defective sperm, accounting for approximately 8% of male infertility cases (Hann et al., 2011).

Meiosis is precisely regulated by an intricate network of signaling mechanisms to establish dependencies and coordinate this complex process (Longhese et al., 2009). Spermatocytes rely on the meiotic checkpoint network to ensure smooth step-by-step movement through these continuous and closely connected meiotic prophases (MacQueen and Hochwagen, 2011). The key to the success of spermatocytes passing meiotic checkpoints is sufficient material preparation, including double amplified chromosomes and a large number of proteins necessary for meiosis (MacQueen and Hochwagen, 2011). Spermatocytes represent a huge RNA storage warehouse containing a large number of transcribed mRNAs, miRNAs, piRNAs, lncRNAs, and so on (Watanabe et al., 2015). Among them, lncRNAs are a collective term for noncoding RNAs longer than 200 bp, which are considered to be the “dark matter” of spermatogenic cells (Sun et al., 2013). Investigating the functions of lncRNAs in the process of meiosis will help us to comprehensively understand the regulatory network of this process.

Although thousands of lncRNAs have been identified in germ cells through microarray or RNA sequencing (Bao et al., 2013; Liang et al., 2014; Wichman et al., 2017), only some lncRNAs have been functionally validated and found to play a crucial role in mammalian spermatogenesis (Joshi and Rajender, 2020). LncRNAs AK015322, LncRNA033862, Spga-lncRNA1, Spga-lncRNA2, meiotic recombination hot spot locus (Mrhl), and dmrt1-related gene (Drm) are spermatogonia-associated lncRNAs that can regulate the proliferation and survival of SSCs, spermatogonial differentiation, or switching between mitosis and meiosis (Zhang et al., 2010; Arun et al., 2012; Lee et al., 2012; Li et al., 2016; Hu et al., 2017). Several lncRNAs have been identified to play vital roles in mammalian meiosis (Anguera et al., 2011; Hu et al., 2018a). LncRNA R53 is mainly located on the chromatin of spermatocytes in the metaphase of meiosis. Knockdown of R53 in the testes resulted in a significant reduction in spermatocytes during the late stage of meiosis and resulted in abnormal expression of some meiosis-related genes (Nakajima et al., 2017). The testis-specific X-linked lncRNA Tsx is specifically expressed in pachytene spermatocytes. Knockout of Tsx caused mouse testes to become smaller and induces specific apoptosis of pachytene spermatocytes, indicating that Tsx plays an important role in the process of mouse spermatocyte meiosis (Anguera et al., 2011). The lncRNA Tslrn1 is highly expressed in mouse spermatocytes, and the sperm count of *Tslrn1* ^-/-^ mice is significantly reduced (Wichman et al., 2017). LncRNA-Tcam1 is also highly expressed in spermatocytes and may be involved in the regulation of immune-related genes during meiosis (Kurihara et al., 2017). Gm2044 is highly expressed in pachytene spermatocytes and is critical for germ cell transition and meiotic progression by inhibiting Utf1 translation (Hu et al., 2018a). These studies have shown that lncRNAs may play an important role in the process of meiosis, but considering the huge number of lncRNAs identified in meiotic spermatocytes, corresponding functional analyses of more lncRNAs and full exploration of lncRNA regulation in the process of meiosis are necessary.

A class of protein named RNA-binding proteins (RBPs) can bind to single- or double-stranded RNA and play major roles in the posttranscriptional control of RNAs (Lunde et al., 2007; Hogan et al., 2008). Some lncRNAs have been demonstrated to play an important role in the regulation of spermatogenesis by interacting with RBPs for mammalian sperm development (Zhang et al., 2016). LncRNAs and their RBP regulatory network are conserved in animal spermatogenesis. To date, our understanding of these networks in spermatogenesis is still very limited. More research on lncRNAs and RBPs in spermatogenesis, especially meiosis, is urgently needed.

LncRNAs can largely be classified as competitors/obstructors, recruiters/activators, and precursors (Luk et al., 2014). LncRNAs play crucial roles in transcription modulation, posttranscriptional mRNA splicing, and the stability and translation of mRNA. Some studies have shown that lncRNAs participate in the ubiquitination process of some proteins. The lncRNA HOTAIR may serve as a platform for protein ubiquitination and facilitate the ubiquitination of Ataxin-1 by Dzip3 and Snurportin-1 by Mex3b and accelerate their degradation (Yoon et al., 2013). Downregulated LINC01093 promoted hepatocyte apoptosis by promoting SIRT1 degradation and ubiquitination under TGF-β1 stimulation (Tang et al., 2020).

Rbakdn (also known as Gm3925) is a tissue-restricted lncRNA that is specifically expressed in the testis. Rbakdn has been identified as an immune-based signature gene for overall survival in cervical squamous cell carcinoma or a prognosis-related signature gene for colorectal cancer or cervical squamous cell carcinoma (Huang et al., 2020; Sun et al., 2020; Qin et al., 2021). Rbakdn has been demonstrated to be specifically expressed in the mouse testis and the expression level of Rbakdn continued to increase after meiosis initiation (Yue et al., 2014; Trovero et al., 2020). Moreover, its human homolog, RBAKDN, also specifically expressed in human testes (Fagerberg et al., 2014). The expression pattern of Rbakdn indicates that it may play a role in the process of meiosis.

In this study, we profiled lncRNAs in purified spermatocytes at different stages of meiosis I by RNA sequencing and identified the testis-specific lncRNA Rbakdn, which is expressed in the early stage of meiosis I. Knockdown of Rbakdn in primary germ cells blocked the process of meiosis *in vitro*. Meiosis was disturbed, and spermatocyte apoptosis in the seminiferous tubules was increased after intratesticular injection of lentiviral shRNA targeting Rbakdn in mice. Our study suggests that Rbakdn plays an important role in spermatogenesis and provides a potential target for the treatment of male infertility.

## Materials and Methods

### Cell Culture

Mouse-derived GC-1spg cells and GC-2spd cells (a gift from Dr. Fei Sun, Nantong University, China) were cultured in DMEM (Life Technologies, United States) supplemented with 10% (v/v) FBS (Life Technologies, United States).

### Proliferation Assay

GC-2spd cell proliferation was detected using CCK-8 reagent (Dojindo Laboratories, Kumamoto, Japan). The absorbance of the cells treated with CCK-8 was measured by a microplate reader (51119000, Thermo Scientific, United States) at 450 nm.

### Mouse Breeding

Mice (C57BL/6, male) were maintained in an animal room with 12-h light/12-h dark cycles and free access to food and water at the laboratory animal center of Xiamen University. All experimental procedures were performed according to the approved guidelines from the Animal Care and Use Committee of Xiamen University (201507), and all mice were handled following the “Guide for the Care and Use of Laboratory Animals” and the “Principles for the Utilization and Care of Vertebrate Animals.”

### Isolation and Purification of Primary Germ Cells

Spermatogonia were obtained from the testes of thirty 7-day-old mice. Preleptotene, leptotene/zygotene, and pachytene spermatocytes were obtained from the testes of five 17-day-old mice. The germ cell mixture was isolated by a two-step enzymatic digestion protocol as described previously (Ogawa et al., 1997). In brief, the testes were decapsulated and then incubated with approximately 10 volumes of HBSS solution containing 1 mg/ml collagenase IV (17104–019, Gibco, United States) and 1 mg/ml DNase I (DN25, Sigma, United States) at 37°C with gentle shaking. After washing, the testes were incubated in HBSS containing 1 mM EDTA, 0.25% trypsin, and 500 mg/ml DNase I at 37°C. When most cells were dispersed, the action of trypsin was terminated by adding a 10% volume of fetal bovine serum (FBS). Then, the cell suspension was filtered through nylon mesh with a 40-μm pore size to remove large clumps of cells. The filtrate was centrifuged at 1,000 g for 5 min. After removing the supernatant, cells in the pellet were resuspended and cultured in F12/DMEM with 5% fetal bovine serum for 4–6 h for Sertoli cell adherence. Then, the supernatant cells were collected and centrifuged at 1,000 g for 5 min to obtain the germ cell mixture sediment. Next, the purified germ cells were isolated using gravity sedimentation with an STA-PUT device based on cytological classification and morphological analysis, as described previously (Bellvé, 1993). The purity of the four types of germ cells was assessed by observing cell diameters and morphology under a microscope bright field and the levels of marker genes and proteins.

### RNA Isolation and RNA-Sequencing

Total RNA was isolated from separated spermatogonia, preleptotene spermatocytes, leptotene/zygotene spermatocytes, and pachytene spermatocytes using an RNeasy Mini Kit (74104, Qiagen, Germany) following the manufacturer’s protocol. DNase I in column digestion was performed to remove genomic DNA. Ribosomal RNA was eliminated by an Epicentre Ribo-zeroTM rRNA Removal Kit (Epicentre, USA) according to the manufacturer’s instructions. Then, sequencing libraries were generated using the NEBNext® UltraTM Directional RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s instructions. RNA-seq was performed with Illumina’s HiSeq 2,500 system at RiboBio Co., Ltd. (Guangzhou, China). Sequences of samples were aligned to the UCSC musculus reference genome (mm10) using TopHat with default settings (Kim et al., 2013). RefSeq-annotated gene expression was calculated using Cuffdiff software (Trapnell et al., 2010). Genes with FPKM below 0.5 in all samples were filtered, and only genes with a fold change (FC) larger than 1.5 were counted as up- or downregulated genes. 

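The protamine genes Prm1 and Prm2, whose products package DNA in the sperm head, were among the 5 largest increases from the library labelled L/ZSC to that labelled PaSC, among genes of at least 5 FPKM in either library other than the lncRNAs of Supplementary Table S2. On the log2(FPKM + 0.5) scale they were higher by 7.80 and 7.64. Scarna17, Snord34 and Rnu11, all listed at 0 in labelled L/ZSC, ranked above them. All 5 of the largest increases from labelled SG to labelled PlpSC were small nucleolar RNA genes, led by Snord57 at 134851 FPKM, and each was listed at 0 in the library labelled SG. An exact 0 in an FPKM table can be a failed estimate, so the size of these increases is not settled. Of 24426 genes with an FPKM value in the deposited table, 16652 reached 0.5 FPKM in at least 1 of the 4 libraries and so passed this filter. Of these, 5016 were more than 1.5 times higher and 5141 more than 1.5 times lower in labelled PlpSC than in labelled SG. From labelled PlpSC to labelled L/ZSC, 5119 genes were higher and 7562 lower, and from labelled L/ZSC to labelled PaSC, 4149 were higher and 4100 lower. There was 1 library per stage, so these ratios have no replicate check, and the lncRNA values of the column labelled SG were proportional to the PaSC column of Supplementary Table S2. With each library scaled to the same sum of FPKM, the 3 steps had 1222 higher and 11674 lower, 8773 higher and 3522 lower, and 5678 higher and 1799 lower genes. Scaling by median ratios gave 4773 higher and 2864 lower genes at the last step.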

RNA-seq was deposited in the Gene Expression Omnibus database under accession GSE183678.

### Reverse Transcription and Quantitative PCR

cDNA was produced with the PrimeScript^™^ 1st Strand cDNA Synthesis Kit (6110A, TAKARA, Japan) following the manufacturer’s instructions. RT–qPCR was performed in an ABI PCR system (7500, Applied Biosystems, United States). mRNA expression levels were analyzed by the comparative threshold cycle method. We selected Nudcd3 as the normalizing gene because it exhibited similar expression levels in the four cell populations in our RNA-seq data. 

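Nudcd3, which encodes a NudC domain protein, was listed at 24.7 FPKM in the library labelled SG, 25.6 in labelled PlpSC, 26.2 in labelled L/ZSC and 22.2 in labelled PaSC. The highest of these values was 1.18 times the lowest. Of 4527 genes listed above 0 in every library whose mean FPKM lay within a factor of 2 of that of Nudcd3, 74 had a smaller ratio, and the median ratio was 2.64. Among 13 common reference genes, 7 of them highest in labelled PlpSC, Nudcd3 had the smallest ratio. The ribosomal protein gene Rplp0 followed at 1.24, the cyclophilin gene Ppia had 1.37, the actin gene Actb had 2.39 and the glycolytic gene Gapdh had 4.37. The purine salvage gene Hprt on the X chromosome reached 29.4, from 2.90 FPKM in labelled PaSC to 85.4 in labelled PlpSC. With each library scaled to the same sum of FPKM, the ratio of Nudcd3 was 2.60 and 2 of the 13 genes were highest in labelled PlpSC. The study chose Nudcd3 for its similar levels in this RNA-seq, so its small ratio here is not independent evidence of evenness. The lncRNA values of the column labelled SG were proportional to the PaSC column of Supplementary Table S2, so the ratio need not describe spermatogonia.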

Primer information is presented in Supplementary Table S1.

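The forward RT-qPCR primer for Rbakdn in Supplementary Table S1, CAACAGCCCATCCTTTTGCAG, matched positions 143165550 to 143165570 of chromosome 5 in the GRCm38 (mm10) assembly. This stretch lies in exon 1 of the transcript Rbakdn-202 and in an intron of Rbakdn-201. The reverse primer, CTGGACCACATAGAAGCCACC, matched the complement of positions 143164992 to 143165012, in the last exon of both transcripts. On Rbakdn-202 the pair spans an intron and gives a product of 242 bp, while Rbakdn-201 lacks the forward site. Neither primer had an exact match in a transcript of another gene among 141767 annotated mouse transcripts.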

### Nuclear Spreading

Nuclear spreading of spermatogenic cells was performed as described previously (Scherthan et al., 2000). In brief, the spermatogenic cell suspension was placed on a glass slide and mixed with 1% Triton X-100 (9002–93–1, Solarbio Life Sciences, China). Spermatocyte swelling and spreading were monitored by phase-contrast microscopy. When cells obtained an opaque appearance, 3.7% formaldehyde and 0.1 M sucrose were added to the slide and gently mixed by tilting. Slides were then air-dried at 37°C and stored at −20°C until use.

### Cellular Fractionation

Cellular fractionation was performed as described previously (Wang et al., 2021). Briefly, cells were washed with ice-cold PBS, collected, spun down and resuspended in ice-cold buffer I (10 mM Hepes, pH 8.0, 1.5 mM MgCl2, 10 mM KCl, 1 mM DTT) supplemented with protease inhibitor cocktail, followed by incubation for 15 min on ice to allow cells to swell. Igepal-CA630 was then added at a final concentration of 1% (10% stock solution) followed by vortexing for 10 s. Nuclei were collected by centrifugation for 2∼3 min at maximum speed (∼21,100 × g). The resulting supernatant was the cytosolic fraction. Nuclei were then lysed in ice cold buffer II (20 mM Hepes, pH 8.0, 1.5 mM MgCl2, 25% (v/v) glycerol, 420 mM NaCl, 0.2 mM EDTA, 1 mM DTT) supplemented with protease inhibitor cocktail followed by vigorous rotation at 4°C for 30 min and centrifugation for 15 min at maximum speed. The resulting supernatant was the nuclear fraction. Both cytosolic and nuclear RNAs were extracted by a phenol-chloroform-isoamyl alcohol mixture (77618, Sigma, United States).

### Immunoprecipitation

In brief, the cell is cleaved and the total protein is extracted. Appropriate antibodies and beads were added to the protein samples and incubated overnight at 4°C. Centrifuge 14000 g for 5s the next day, and rinse with cold PBS (800 μl each) for 3 times. The supernatant was collected for 8–12% SDS-Page and the protein bands were detected with specific antibodies.

### Fluorescence-Activated Cell Sorting Analysis

Cell apoptosis was determined using an Annexin V‐FITC Apoptosis Detection Kit (Beyotime, China). Cells were trypsinized and then terminated by adding an equal volume of medium, followed by centrifugation at 4°C for 2 min (200 × g). Next, cells were washed twice with ice-cold PBS. Then, the cells were incubated in darkness for 10 min in 100 μl ice-cold Annexin V binding buffer, and then 5 μl propidium iodide was added for another 5 min. Eventually, cell apoptosis was analyzed with flow cytometry.

### Immunofluorescence Analysis

Prepared sections were blocked with 3% BSA for 1 h at room temperature and then incubated with primary antibodies overnight at 4°C. After washing with PBST, the samples were incubated with the secondary antibodies at a 1:200 dilution for 1 h at 37°C. The slides were subsequently mounted with Vectashield containing DAPI (H-1200, Vector Laboratories, United States). The primary antibodies included Scp1 (ab15090, Abcam, United States), Scp3 (ab97672, Abcam, United States), cleaved caspase-3 (#9661, CST, USA), and Ptbp2 (ab154787, Abcam, United States). The secondary antibodies were Alexa Fluor® 594-conjugated goat anti-rabbit IgG (ZF-0516, ZSGB-BIO, China) and Alexa Fluor® 488-conjugated goat anti-mouse IgG (ZF-0512, ZSGB-BIO, China).

### Western Blotting

Western blotting was performed as previously described (Hu et al., 2015). In brief, proteins were extracted and separated by 10% (w/v) SDS-PAGE, then transferred to a polyvinylidene difluoride (PVDF) membrane (Millipore, United States). The membrane was blocked in 5% skimmed milk, and then incubated with primary antibody overnight at 4°C. After washing with TBST (10 mM Tris. HCl, pH 7.6, 150 mM NaCl, Tween 20 0.1%), the membranes were incubated with Goat anti-Rabbit IgG Secondary Antibody, HRP (31460, ThermoFisher, United States) or Goat anti-Mouse IgG Secondary Antibody, HRP (31430, ThermoFisher, United States) for 1 h and washed twice with TBST. The membranes were developed using the ECL (Enhanced chemiluminescence) kit (K-12045-D50, Advansta, United States), visualized, and recorded with the use of an Imagequant LAS 4000 mini machine (GE Healthcare Life Sciences, United States). Primary antibodies: Plzf (sc-28319, Santa Cruz Biotechnology, United States), Stra8 (ab49405, Abcam, United States), Scp3 (ab97672, Abcam, United States), Ptbp2 (ab154787, Abcam, United States), and ubiquitin (#3936, CST, United States).

### siRNA Transfection and Lentivirus Packaging

An siRNA for Rbakdn and the negative control were purchased from Guangzhou RiboBio Co., Ltd. 

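The 3 siRNAs against Rbakdn target 19-nt sites that both of its annotated transcripts, Rbakdn-201 and Rbakdn-202, carry on the minus strand of chromosome 5 (GRCm38). The first site, GGTGGACACCATTATCCTA, lies at positions 143164853 to 143164871 in the last exon. The third, GCTCCACACTCCTCCCAAA, lies in the same exon at positions 143164917 to 143164935. The remaining site, CGTACTCGAAGAAATCCAA, spans the junction of the last exon with the one before it, with 11 nt at positions 143165430 to 143165440 and 8 nt at positions 143165085 to 143165092. It is therefore present in the spliced RNA and interrupted by the intron in the genome. None of the 3 sites had an exact match in a transcript of another gene.

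**Figure D1:**
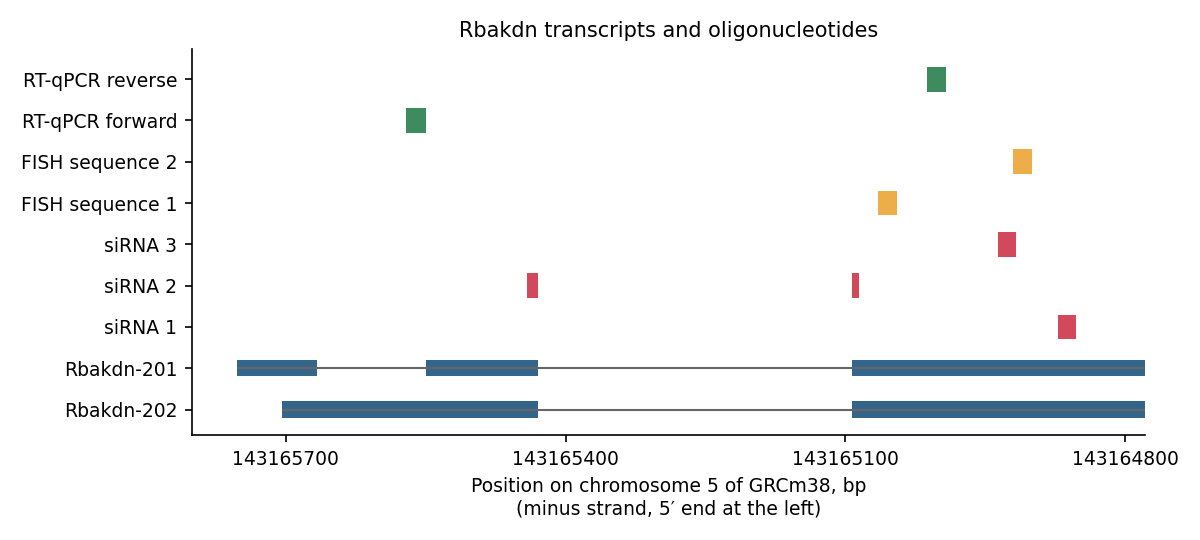
Map of Rbakdn on the minus strand of chromosome 5 (GRCm38, position in bp, 5′ end at the left) with the exons of its annotated transcripts as blue boxes and the sites of the siRNAs, FISH sequences and RT-qPCR primers above them. The site of siRNA 2 is split over 2 exons, and the forward primer lies in an exon of Rbakdn-202 only.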

Target sequence information of the siRNAs: #1, GGT​GGA​CAC​CAT​TAT​CCT​A; #2, CGT​ACT​CGA​AGA​AAT​CCA​A; #3, GCT​CCA​CAC​TCC​TCC​CAA​A. Lipofectamine 2000 (11668019, Invitrogen, USA) was used to transfect GC-2 cells according to the manufacturer’s protocol.

Regarding the Rbakdn-knockdown plasmid, the siRNA for Rbakdn targeted the sequence 5′-GGT​GGA​CAC​CAT​TAT​CCT​A-3′, and the control scrambled sequence was 5′-CCT​AAG​GTT​AAG​TCG​CCC​TCG-3′. 

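The scrambled control sequence, CCTAAGGTTAAGTCGCCCTCG, had no exact match on either strand of the annotated mouse transcripts, those of Rbakdn included.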

The annealed double-stranded fragment (shRNA) was cloned into the lentiviral vector pSicoR. Plasmids were transfected into 293T cells to produce lentivirus using a Turbofect transfection reagent as previously described (Tao et al., 2016). To knock down Rbakdn, GC-2spd cells were infected with lentivirus expressing shRNA targeting Rbakdn.

### RNA Fluorescence *in situ* Hybridization

RNA-FISH was conducted as previously described. GC-2spd cells seeded on cover glass were transfected with siRNAs for 48 h before fixation with fixation buffer (4% formaldehyde, 10% acetic acid, 1 × PBS) for 10 min. Cells were then permeabilized in 70% ethanol overnight and rehydrated in 2 × SSC buffer with 50% formamide. Hybridization was carried out in the presence of 30 ng of probes at 37°C overnight. Biotin-labeled probes were incubated with Streptavidin-Cy3™ (S6402, Sigma Aldrich, USA) in 2 × SSC buffer with 8% formamide, 2 mM vanadyl-ribonucleoside complex, and 0.2% RNase-free BSA at 37°C for 1 h in the dark. Nuclei were counterstained with DAPI and then washed twice with 2 × SSC with 8% formamide at room temperature for 15 min. Images of each cover glass were taken with a Carl Zeiss laser confocal microscope. The probe sequences for Rbakdn were as follows: 5′-GTG​GAG​AGA​AGA​CAA​CCC​GT-3′ and 5′-CGG​AGG​AGA​CCA​GGG​ATT​TT-3′.

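Both FISH sequences match the last exon of Rbakdn, which its annotated transcripts share. The first, GTGGAGAGAAGACAACCCGT, has the same orientation as the transcript and lies at positions 143165045 to 143165064 of chromosome 5 (GRCm38). The second, CGGAGGAGACCAGGGATTTT, is the reverse complement of the transcript at positions 143164900 to 143164919. Read as a primer pair, they bound a stretch of 165 bp. No transcript of another gene held an exact match to either sequence.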

### *In vitro* Spermatogenesis

Testes of 5-days postpartum mice were harvested and digested by a two-step enzyme digestion method as described previously (Liu et al., 2020). Briefly, testes were dispersed with 1 mg/ml collagenase type IV at 37°C for 10 min, followed by digestion in 0.25% trypsin/1 mM EDTA at 37°C for 10 min. Spermatogenesis was induced *in vitro* as described previously (Zhou et al., 2016). A single-cell suspension was obtained after filtration through a 40-mm cell strainer, and cells were collected by centrifugation. Then, the testicular cells were spread into laminin-coated dishes. From Day 0 to Day 6, cells were cultured in MEM α (Thermo Scientific, USA) supplemented with 10% KnockOut™ Serum Replacement (KSR, Thermo Scientific, USA), BMP-2/4/7, retinoic acid, and activin A. From Days 7–12, cells were cultured in aMEM containing 10% KSR, testosterone, FSH, and bovine pituitary extract (BPE, Millipore, USA). The medium was changed every 2 days. Cells were cultured in 5% CO_2_ at 37°C.

### Testis Transduction

The lentiviral vectors were packaged and injected into the testes of 4-week-old male mice as described previously (Zhao et al., 2013). In brief, under a microscope, the testes of pentobarbital sodium-anesthetized mice were pulled out, and 5 μl of fresh high-titer lentivirus containing 10 μg/ml polybrene (TR-1003, Sigma–Aldrich, USA) was injected into the seminiferous tubules through the efferent duct using a sharp glass capillary with a tip diameter of 50 μm. The testes were then returned to the abdominal cavity, and the abdominal wall and skin were closed with sutures.

### RNA Immunoprecipitation

RNA-IP was performed as previously described with minor modifications (Peritz et al., 2006). Briefly, cells grown in a 10-cm dish were lysed in polysome lysis buffer (100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES, pH 7.0, 0.5% NP-40, 1 mM DTT, 100 U/ml RNasin RNase inhibitor (Promega, N2511), 2 mM vanadyl ribonucleoside complex solution (Sigma, 94742), and 25 μl/ml protease inhibitor cocktail for mammalian tissues (Sigma, P8340)) and then subjected to IP followed by washing with polysome lysis buffer four times and then polysome lysis buffer plus 1 M urea four times. RNA was released by adding 150 μl of polysome lysis buffer with 0.1% SDS and 45 μg proteinase K (Ambion, AM2548) and incubated at 50°C for 30 min. RNA extracted with a phenol-chloroform–isoamyl alcohol mixture (Sigma, 77618) was recovered by adding 2 μl GlycoBlue (15 mg/ml, Ambion, AM9516), 36 μl 3 M sodium acetate and 750 μl ethanol followed by incubation at −20°C overnight. Precipitated RNAs were washed with 70% ethanol, air dried, and resuspended in RNase-free water followed by DNase I (Promega, M6101) treatment to remove genomic DNA. The resulting RNAs were subjected to RT–qPCR analysis.

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism version 6.0 (GraphPad Software Inc., La Jolla, CA, USA). Two groups or data points were compared by a two-tailed t-test. Multiple comparisons were analyzed by two-way analysis of variance (ANOVA). *p* < 0.05 was considered indicative of statistical significance.

## Results

### lncRNA Rbakdn is Significantly Upregulated During Meiosis

To detect the role of long noncoding RNAs in meiosis, we used the STA-PUT method and separated spermatogenic cells in different stages of meiosis, including spermatogonia (SG), preleptotene spermatocytes (PlpSCs), leptotene/zygotene spermatocytes (L/ZSCs), and pachytene spermatocytes (PaSCs). The separated spermatogenic cells were identified and tested for purity according to their morphology and the expression levels of marker genes **(** Supplementary Figures S1A,B **)**. The results showed that the purity of the spermatogenic cells of each stage that we isolated was above 80% **(** Supplementary Figure S1C).

After high-throughput RNA sequencing, we obtained a large number of lncRNAs that are dynamically expressed during meiosis. 

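The 4 libraries were made from total RNA depleted of ribosomal RNA, 1 library per stage. SG came from 30 pooled mice aged 7 days, and PlpSC, L/ZSC and PaSC from 5 mice aged 17 days. The authors aligned the reads to mm10 with TopHat and calculated FPKM, fragments scaled for transcript length and for the mapped fragments of the library, for RefSeq genes with Cuffdiff. Program versions and any scaling between libraries are not given in the sources used here. With 1 library per stage no difference could be tested, so FPKM, plain ratios and counts are given, and gene lists fixed in advance are described by medians of log2(FPKM + 0.5). A percentile beside such a median is its place among 10000 random lists of the same size matched on mean expression. The deposited table holds no read counts, and the summed FPKM were 1017710 in labelled SG, 2571630 in labelled PlpSC, 1117540 in labelled L/ZSC and 858436 in labelled PaSC. The 10 highest genes held 42.8%, 68.1%, 39.9% and 23.8% of these sums, led by short RNAs such as Rmrp, the RNA component of RNase MRP, at 586583 FPKM in labelled PlpSC. Among genes under 0.06 FPKM, where values are steps of few reads, the most common ratio was 1.12 from labelled SG to labelled PlpSC, 0.790 from labelled PlpSC to labelled L/ZSC and 1.07 from labelled L/ZSC to labelled PaSC. Of the 364, 298 and 466 such genes, 37.9%, 30.5% and 37.3% lay within 0.075 of these ratios on the log2 scale, a window chosen after seeing the data, so the FPKM that 1 read was worth in each library is not settled.
The columns were compared with the lncRNA values of Supplementary Table S2. The labelled PlpSC column held the PlpSC values of that table for all 1678 lncRNAs. The column labelled SG was proportional to the PaSC column: 653 lncRNAs at 0.5 FPKM or more in both had a median ratio of 1.27, all 653 within 1% of it. Against the SG column the SD of the log2 ratio was 2.19 over 373 lncRNAs. The labelled L/ZSC column had an SD of 0.81 against the column of the same name and 0.79 against the PaSC column, and the labelled PaSC column one of 1.44 against the column of the same name and 1.40 against the L/ZSC column, so that table does not bear out the labels of these columns either. Each deposited column is therefore called the library labelled with its stage. RT-qPCR in the paper rises from SG to PaSC (Figure 1B) and with age in whole testes (Figure 1D), which does not settle which cells the column labelled SG holds.

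**Figure D2:**
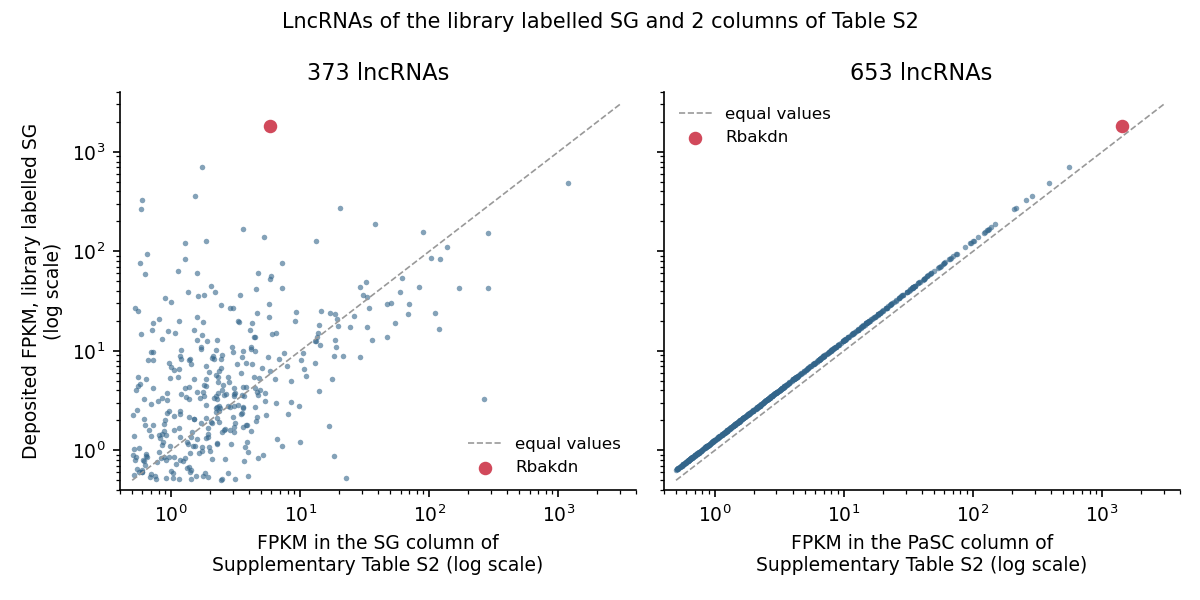
FPKM of lncRNAs in the deposited column labelled SG (vertical, log scale) against the SG column (left, 373 lncRNAs) and the PaSC column (right, 653 lncRNAs) of Supplementary Table S2 (horizontal, log scale), each point 1 lncRNA at 0.5 FPKM or more in both. Dashed lines mark equal values. Against the PaSC column the points lie on a line at a ratio of 1.27, and against the SG column they scatter.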

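Pachytene genes were high in every library except that labelled PlpSC. Ldhc, the germ cell lactate dehydrogenase, was at 3409 FPKM in labelled SG, 354 in labelled PlpSC, 5468 in labelled L/ZSC and 5721 in labelled PaSC. Of 28 pachytene genes, 17 were highest in labelled PaSC, 10 in labelled L/ZSC and 1 in labelled SG. Their median changed by -2.33 from labelled SG to labelled PlpSC (percentile 0) and by 2.99 from there to labelled L/ZSC (percentile 100), and by -3.63 and 3.86 with each library scaled to the same sum. Among genes of earlier stages, labelled PlpSC held the maximum of 12 of 18 undifferentiated spermatogonial genes, 10 of 11 differentiating spermatogonial genes, 8 of 9 meiotic entry genes, 21 of 27 meiotic recombination genes and 11 of 14 genes of the synaptonemal complex and meiotic cohesin, but of only 4, 5, 4, 10 and 5 of them in the same order with each library scaled to the same sum. Among these were Dmc1, the meiotic recombinase, at 98.4 FPKM in labelled PlpSC and 11.6 in labelled SG, Sycp3, a synaptonemal complex protein, at 709 and 223 FPKM, and Dazl, a germ cell RNA-binding protein, at 520.0 and 129 FPKM. Their list medians from labelled SG to labelled PlpSC were 0.58, 1.06, 1.06, 0.82 and 1.09 in the same order (percentiles 93.98, 99.67, 99.84, 100 and 100), and -0.53, -0.26, -0.26, -0.47 and -0.24 with each library scaled to the same sum. That scaling put the median of all genes at -0.99 for this step, against 0 in the deposited values. The labelled PlpSC sum it uses was held to 68.1% by the 10 highest genes. Median ratio scaling put 12, 10, 8, 20 and 10 maxima in labelled PlpSC, with list medians of 0.67, 1.17, 1.17, 0.93 and 1.20.

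**Figure D3:**
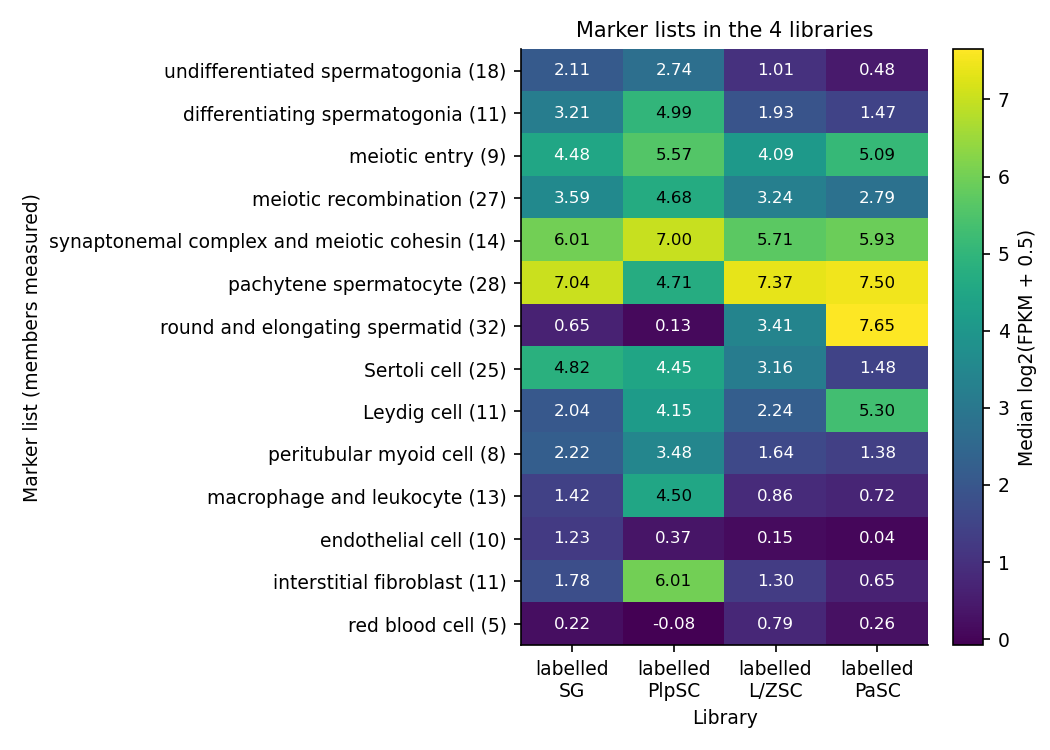
Median log2(FPKM + 0.5) of 14 marker lists (vertical, members measured in brackets) in the 4 libraries (horizontal), 1 library each. Pachytene genes stand at 7.04, 4.71, 7.37 and 7.50 in labelled SG, PlpSC, L/ZSC and PaSC, and spermatid genes at 7.65 in labelled PaSC.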

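Markers of other cells differed between the libraries too. All 13 macrophage and leukocyte genes and all 11 interstitial fibroblast genes were highest in the library labelled PlpSC, with medians 3.03 and 3.20 above labelled SG (both at percentile 100). Examples are C1qa, a complement component of macrophages, at 83.9 FPKM in labelled PlpSC and 4.75 in labelled SG, and Col3a1, a fibrillar collagen, at 233 and 12.7 FPKM. Of 8 peritubular myoid genes 7 were highest there, with a median of 1.92 (percentile 99.98). With each library scaled to the same sum, 12 macrophage, 10 fibroblast and 5 myoid genes were highest there, with medians of 1.79, 1.88 and 0.68. All 32 round and elongating spermatid genes were highest in labelled PaSC, with a median 4.18 above labelled L/ZSC (percentile 100). Prm2 was at 9.07 FPKM in labelled L/ZSC and 1914 FPKM in labelled PaSC. Of 25 Sertoli cell genes, 18 were highest in labelled SG, among them Clu at 1014 FPKM against 87.6 in labelled PaSC, and the median fell by 1.86 from labelled L/ZSC to labelled PaSC (percentile 0). From labelled PlpSC to labelled L/ZSC 19 of the 25 were more than 1.5 times lower, a median of -0.85 (percentile 3.65) that turned to 0.23 with each library scaled to the same sum. That scaling put the median of all genes at 0.53 for this step, against -0.29 in the deposited values. Leydig cell genes were highest in labelled PaSC for 6 of 11 and in labelled PlpSC for 4, or for 8 and 2 with each library scaled to the same sum, and Cyp17a1, a steroid hydroxylase, was at 142 FPKM in labelled PaSC and 3.25 in labelled L/ZSC. Of 10 endothelial genes 7 were highest in labelled SG, at low levels, and 5 red blood cell genes were divided among the libraries. The endothelial median from labelled SG to labelled PlpSC was -0.50 (percentile 1). Egfl7, the only member to reach 5 FPKM, was higher by 0.84.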

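Of 1678 lncRNAs in Supplementary Table S2, all of which were found in the deposited table by symbol, 1052 reached 0.5 FPKM in at least 1 library. Of these, 998 (94.9%) differed by more than 1.5 times at 1 or more of the 3 steps. In labelled PlpSC 188 were higher and 476 lower than in labelled SG, in labelled L/ZSC 531 were higher and 269 lower than in labelled PlpSC, and in labelled PaSC 428 were higher and 161 lower than in labelled L/ZSC. At the last step 40.7% of lncRNAs and 23.9% of the 15600 other expressed genes were higher, and 15.3% and 25.2% were lower. Spermatid and Leydig cell genes rose at this step by medians of 4.18 and 3.12, so these shares need not describe pachytene cells. 1700041C23Rik and 1700052I22Rik, both listed at 0 in labelled SG, were at 177 and 126 FPKM in labelled PaSC. Etd was at 85.9 FPKM in labelled SG, the column whose label is in doubt, and 2.34 in labelled PaSC, and AU015836 at 24.1 and 0.659. Of 18 lncRNA hosts of small nucleolar RNAs, 12 were highest in labelled PlpSC, among them Snhg9 at 132 FPKM (11 were highest in labelled SG with each library scaled to the same sum). That scaling gave 32 higher and 736 lower lncRNAs at the first step, 694 and 109 at the second, and 531 and 74 at the last.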

When we sorted the stage-specific lncRNAs according to expression levels, we found that the spermatogenic cells of each meiosis phase showed strong regularity in the expression of lncRNAs. 

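LncRNAs with their highest FPKM in 1 stage were found for each of the 4 libraries. In labelled PaSC 503 of the expressed lncRNAs were highest, in labelled PlpSC 220, in labelled L/ZSC 193 and in labelled SG 136. The maximum was more than 1.5 times the next highest library for 360 of those in labelled PaSC, 143 in labelled PlpSC, 19 in labelled L/ZSC, or 62 when the library labelled SG was left out, and 42 in labelled SG. The highest of these lncRNAs in labelled PaSC were 1700101O22Rik at 304 FPKM, 8.59 in labelled L/ZSC and listed at 0 in the other libraries, and Gm9999 at 237 FPKM, 15.6 in labelled L/ZSC. All 32 spermatid genes were highest in labelled PaSC as well, and Supplementary Table S2 does not bear out that label. Maxima in labelled PaSC need not come from pachytene cells. In labelled PlpSC, Snhg6 and Snhg1, hosts of small nucleolar RNAs, stood at 87.1 and 75.7 FPKM, and Rab26os at 55.3 FPKM. In labelled L/ZSC 1700020N18Rik led at 504 FPKM, with 328 in labelled SG and 291 in labelled PaSC. In labelled SG 1700011M02Rik led at 272 FPKM, followed by 1700018G05Rik at 138, against 11.5 and 7.46 FPKM in labelled PaSC, although the label of this library is in doubt. With each library scaled to the same sum, 651 lncRNAs were highest in labelled PaSC, 36 in labelled PlpSC, 98 in labelled L/ZSC and 230 in labelled SG, Snhg6 and Snhg1 among the last, and 453, 17, 8 and 102 of them were more than 1.5 times the next.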

Each cell type contained dynamically and highly expressed lncRNAs **(** Supplementary Table S2 **)**. For example, Malat1 and H19 are dynamically and highly expressed in SG; Gm15441 and 5730408K05Rik are dynamically and highly expressed in PlpSCs; 1700020N01Rik and 1700100I10Rik are dynamically and highly expressed in L/ZSCs; and 1700028J19Rik and Gm2762 are dynamically and highly expressed in PaSCs **(** Supplementary Table S2 **)**.

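Of the 8 lncRNAs named here, 5 had their highest deposited FPKM in the library labelled with the stage given. In labelled PlpSC, Gm15441 was at 116 FPKM, 8.35 times the next highest library, and 5730408K05Rik at 74.5 FPKM, 5.85 times the next, or 3.30 and 2.32 times with each library scaled to the same sum. 1700100I10Rik was at 105 FPKM in labelled L/ZSC, 1.23 times labelled PaSC. 1700028J19Rik was at 706 FPKM and Gm2762 at 129 FPKM in labelled PaSC, 1.16 and 1.17 times labelled L/ZSC. 1700020N01Rik was at 125 FPKM in labelled L/ZSC, 0.937 times its level in labelled PaSC. Malat1, an abundant nuclear lncRNA, was at 489 FPKM in labelled SG and 703 in labelled PlpSC. H19, an imprinted lncRNA, was at 3.31 FPKM in labelled SG and 10.4 in labelled PlpSC. The paper's values in the SG column of Supplementary Table S2 are 1199 FPKM for Malat1 and 266 FPKM for H19. The lncRNA values of the column labelled SG were proportional to the PaSC column of that table, where these 2 stand at 385 and 2.60 FPKM. Values of labelled SG therefore need not be those of spermatogonia. In that table Gm15441 and 5730408K05Rik were 2.47 and 2.08 times the next highest stage, SG. With each library scaled to the same sum, Malat1 was 1.31 times higher in labelled SG than in the next library and 1700100I10Rik was 0.945 times its level in labelled PaSC, while H19 in labelled SG went from 0.319 to 0.806 times the highest other library.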

At the same time, we observed gradual increases in a large number of lncRNAs with meiosis progression, and Rbakdn was the most significantly upregulated lncRNA during meiosis **(** Figure 1A **)**. 

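Rbakdn was at 1803 FPKM in the library labelled SG, 171 in labelled PlpSC, 2938 in labelled L/ZSC and 2818 in labelled PaSC. It was 17.2 times higher in labelled L/ZSC than in labelled PlpSC, 0.959 times as high in labelled PaSC as in labelled L/ZSC, and 1.56 times higher in labelled PaSC than in labelled SG. It was the highest of all expressed lncRNAs in the libraries labelled SG, L/ZSC and PaSC and ranked 3 in labelled PlpSC. By the difference between labelled PaSC and labelled SG it ranked 1, and by the ratio, with 0.5 added to each value, 436. Between libraries labelled with stages of 17-day-old mice, labelled PaSC was 16.5 times labelled PlpSC, for a rank of 1 by difference and 111 by ratio. In the paper's Supplementary Table S2 Rbakdn stands at 5.86, 171, 1253 and 1417 FPKM from SG to PaSC, a ratio of 242 between the ends. The deposited value of 1803 FPKM lies in the column that is proportional to the PaSC column of that table. Of the expressed lncRNAs, 68 were higher in each library than in the one before, with labelled PaSC over 1.5 times labelled SG. When the library labelled SG was left out, an alternative chosen after seeing the data, 413 rose at both steps from labelled PlpSC to labelled PaSC. For these, labelled PaSC was over 1.5 times labelled PlpSC. Spermatid and Leydig cell genes also rose from labelled L/ZSC to labelled PaSC, and fibroblast and macrophage genes were highest in labelled PlpSC. The 413 therefore need not be rises through meiosis. With libraries scaled to the same sum or by median ratios, Rbakdn was 1.25 and 1.08 times higher in labelled PaSC than in labelled L/ZSC. The same sum also put labelled L/ZSC at 39.6 and labelled PaSC at 49.5 times labelled PlpSC. From its heat map (Figure 1A) the paper states that many lncRNAs increase as meiosis proceeds and that Rbakdn does so the most.

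**Figure D4:**
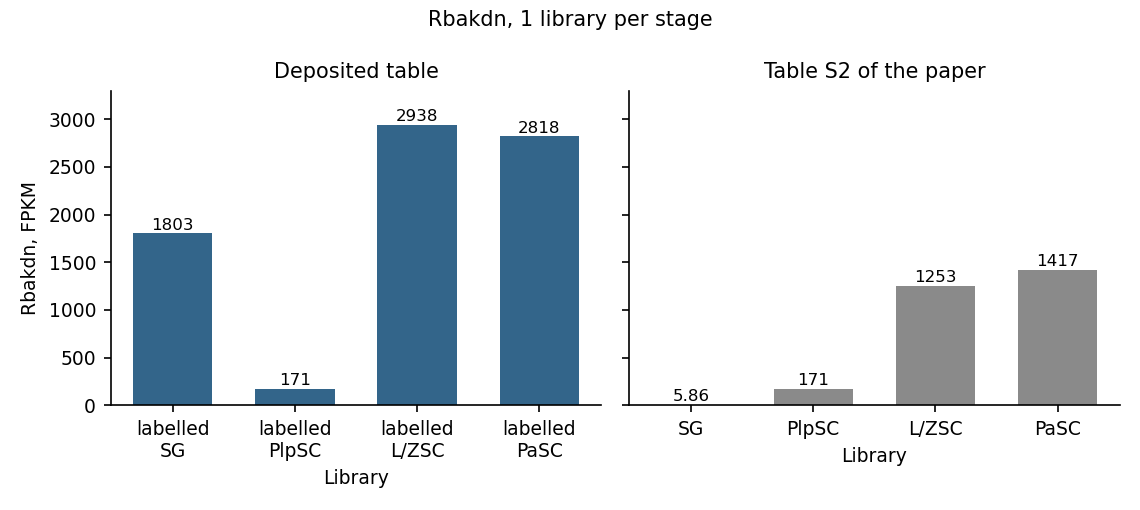
FPKM of Rbakdn (vertical, from 0) in the 4 deposited columns (left) and in the columns of Supplementary Table S2 of the paper (right), each bar 1 library with no replicates. The deposited bars are 1803, 171, 2938 and 2818 FPKM and those of the paper's table 5.86, 171, 1253 and 1417 FPKM.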

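Rbakdn (ENSMUSG00000104529.4) is annotated as a long intergenic noncoding RNA gene on the minus strand of chromosome 5, from 143164779 to 143165751 in GRCm38, a span of 973 bp. Rbak, the zinc finger gene it is named after, lies upstream on the same strand at 143172186 to 143180775, with 6434 bases between them. On the other side the pseudogene Gm7291 lies 7236 bases away. The transcript Rbakdn-201 has 520 nt in 3 exons and Rbakdn-202 has 588 nt in 2 exons, and both end in the same exon of 314 nt. The longest open reading frame from an AUG to a stop codon has 66 codons in Rbakdn-201 and 62 codons in Rbakdn-202, 38.7% and 32.1% of their lengths. G and C make up 57.9% and 57.7% of the transcripts. Rbak itself was at 2.65 FPKM in the library labelled SG, 3.99 in labelled PlpSC, 2.56 in labelled L/ZSC and 1.29 in labelled PaSC.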

We predicted its protein-coding ability by CPC (coding potential calculator; http://cpc.cbi.pku.edu.cn/) and found that it has a predicted score of only −0.896121, suggesting almost no potential to encode protein. Rbakdn may play an important regulatory role in the progression of meiosis.

**FIGURE 1:**
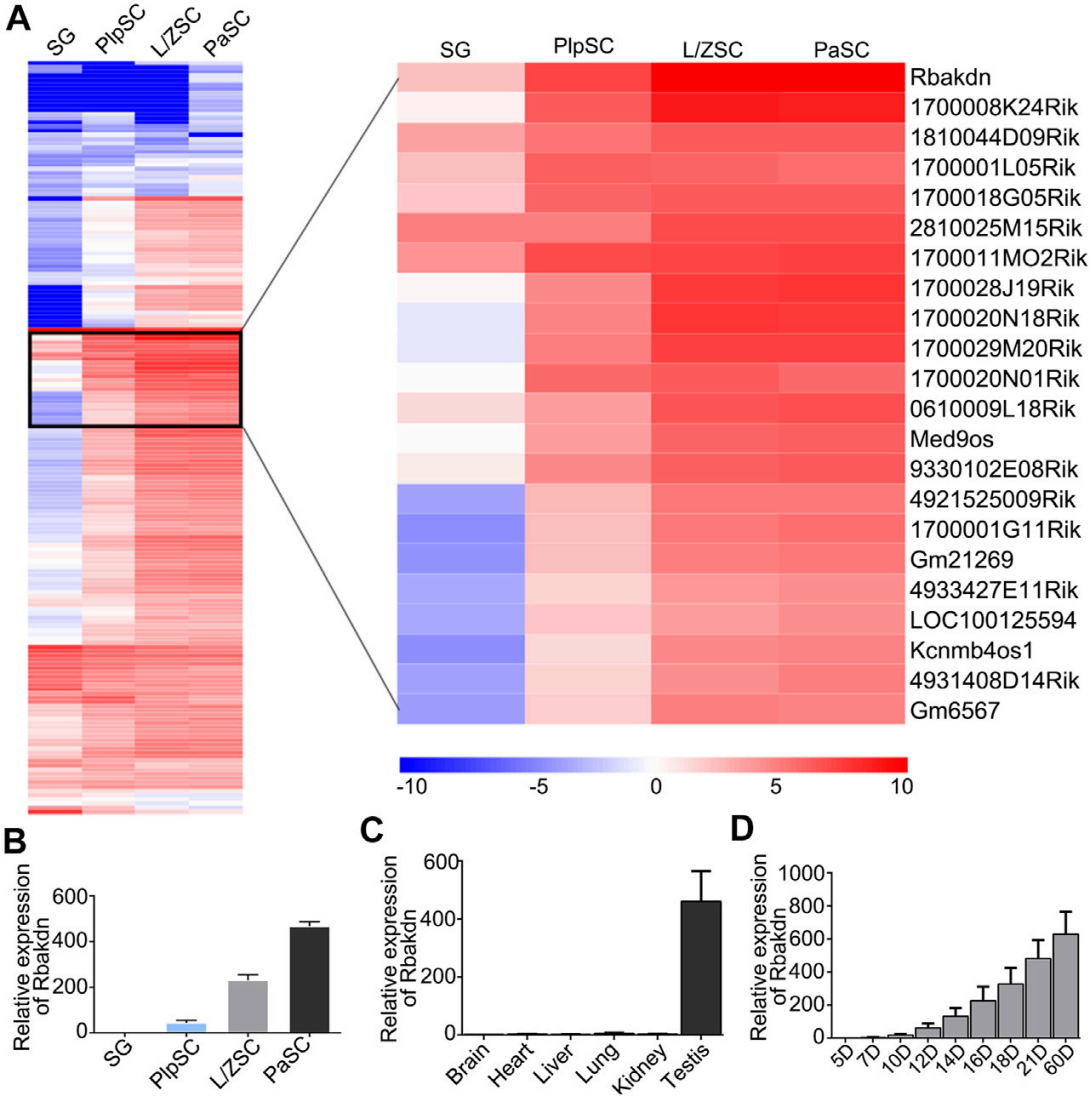
The expression pattern of lncRNA Rbakdn in meiotic spermatogenic cells. **(A)** Heat map of long noncoding RNAs specifically expressed in spermatogenic cells at different stages of meiosis. Blue represents low expression, and red represents high expression. The long noncoding RNA that is dynamically expressed and gradually increased during meiosis is enlarged on the right. Rbakdn is dynamically expressed and specifically upregulated during meiosis. **(B)** Rbakdn expression at different stages of meiosis. **(C)** Rbakdn expression in brain, liver, heart, lung, kidney, and testis tissues from adult wild-type mice. **(D)** Rbakdn expression in testes from wild-type mice at different ages from 5 to 60 days after birth.

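Among the 22 lncRNAs of the enlarged part of the heat map, 15 had their highest deposited FPKM in the library labelled L/ZSC, 5 in labelled PaSC and 2 in labelled SG. The first 2 of these counts were 7 and 13 with each library scaled to the same sum, and 10 and 10 with scaling by median ratios. From labelled PlpSC to labelled L/ZSC 19 of them were more than 1.5 times higher, with a median log2 difference of 3.39 (percentile 100). 1700008K24Rik was at 103 FPKM in labelled PlpSC and 1254 in labelled L/ZSC. None of the 22 was more than 1.5 times higher in labelled PlpSC than in labelled SG, a median difference of -2.83 (percentile 0), and none increased at all 3 steps. In the paper's Supplementary Table S2, 13 of the 22 increase at all 3 steps and 21 are more than 1.5 times higher in PlpSC than in SG. The study picked these lncRNAs for their increase, so they do not stand for lncRNAs in general, and the deposited column labelled SG follows the PaSC column of that table. The median from labelled L/ZSC to labelled PaSC was -0.30 (percentile 12.18), and 0.075 with each library scaled to the same sum, which gave -4.06 and 4.48 for the steps before.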

### Dynamic Expression Pattern of Rbakdn in Spermatogenic Cells of Mouse Testes

We next verified the RNA-seq results and confirmed that Rbakdn began to be expressed in PlpSCs, and its expression level gradually increased during meiosis, as shown by RT–PCR **(** Figure 1B). Furthermore, the mouse ENCODE transcriptome data indicate that Rbakdn is dynamically and highly expressed in mouse testes but rarely expressed in other organs (https://www.ncbi.nlm.nih.gov/gene/100042605). We detected Rbakdn expression in brain, liver, heart, lung, kidney, and testis tissues isolated from adult mice and confirmed that Rbakdn was highly and specifically expressed in the testes **(** Figure 1C **)**. Rbakdn is therefore an lnRNA with expression restricted to the testes. Furthermore, we isolated testis tissues from 5- to 60-day-old mice and detected Rbakdn expression. The results showed that Rbakdn expression began on the 10th day postpartum and gradually increased during meiosis **(** Figure 1D **)**.

### Knockdown of Rbakdn Inhibits the Progression of Meiosis *in vitro*

To study the effect of Rbakdn on meiosis, we established an *in vitro* induction system to simulate meiosis in mouse spermatocytes **(** Supplementary Figure S2A **)**. We collected cultured germ cells at various time points in the induction process and then detected the expression of molecular markers at each stage of spermatogenic cells. The expression of Plzf, a marker of spermatogonia, gradually decreased, indicating that spermatogonia gradually underwent the process of meiosis and lost their stem cell properties under the action of retinoic acid. The expression of Stra8, a marker of meiosis initiation, gradually increased under retinoic acid induction and reached its highest level at D6, indicating that spermatogonia initiated meiosis induced by Type I culture medium. Then, the cell culture medium was changed to Type II culture medium, Stra8 expression gradually decreased, and Scp3, a marker of the meiotic synaptonemal complex, began to be expressed. Scp3 expression gradually increased as induction progressed, indicating that the germ cells entered the meiotic process **(** Supplementary Figure S2B **)**

We added siRNA specifically targeting Rbakdn on the third day of induction to test the role of Rbakdn in meiosis. In the control group, substratum Sertoli cells proliferated and formed a feeder layer. The supernatant germ cells proliferated to form clones and grew with culture **(** Figure 2A, upper panel**)**. In the group with Rbakdn knockdown, Sertoli cells proliferated and formed a feeder layer, suggesting that Rbakdn inhibition does not affect the proliferation of Sertoli cells. However, the size of the colonies formed by germ cell proliferation and differentiation was obviously reduced compared with that of the control after inhibiting Rbakdn **(** Figure 2A, lower panel**)**.

**FIGURE 2:**
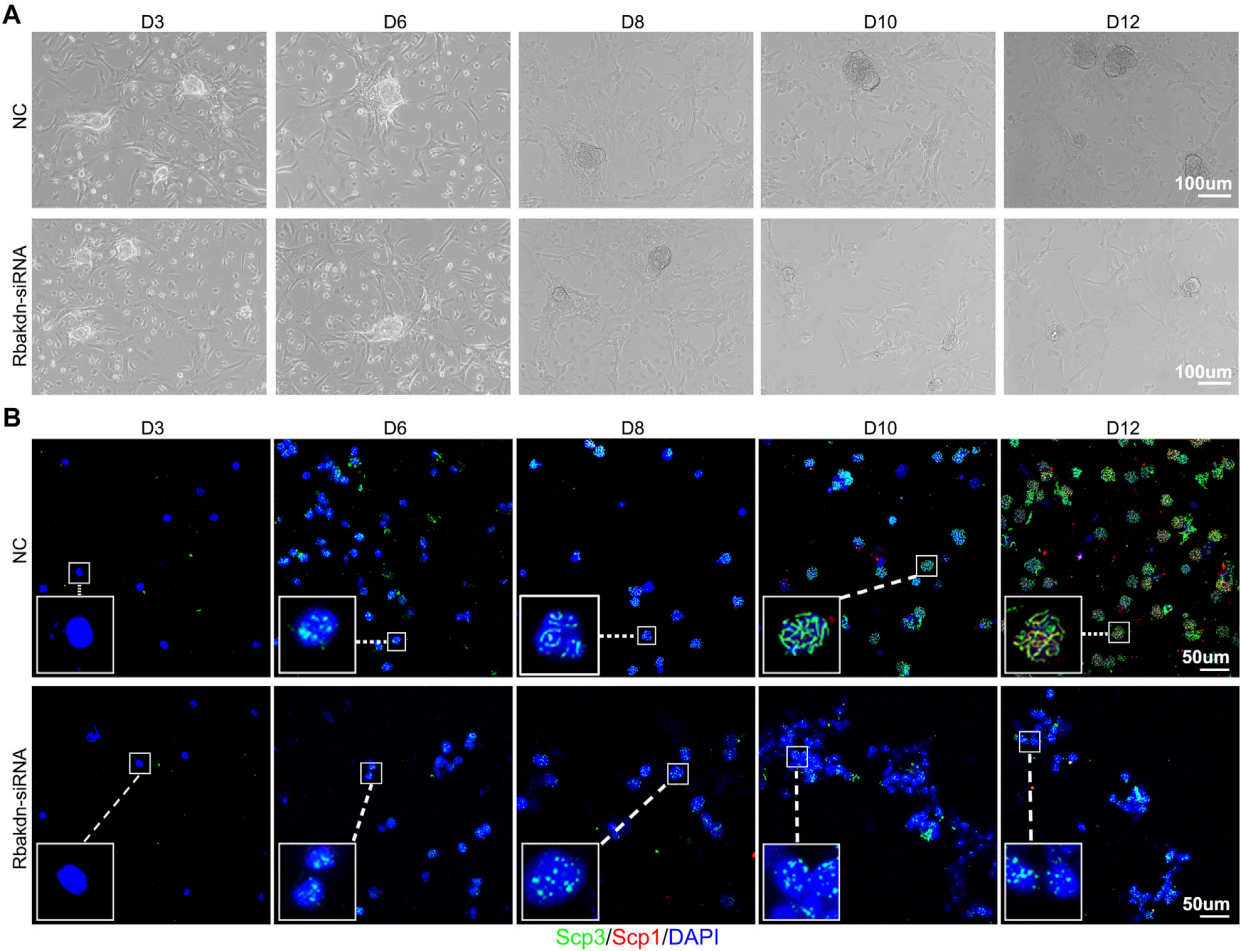
Knockdown of Rbakdn inhibits the process of meiosis induced *in vitro*. **(A)** The process of spermatogonial proliferation to form clones after treatment with Rbakdn-siRNA. Sertoli cells adhered to form a feeder layer, and spermatogonia migrated around the support cells and gradually proliferated and differentiated to form clones. **(B)** Immunofluorescence costaining after chromosomal spreading of spermatogenic cells treated with Rbakdn-siRNA at different stages of meiosis induced *in vitro*. Blue: cell nucleus; red: SCP1; green: SCP3. Scale bar: 50 µm.

To further explore the effect of Rbakdn on the meiosis process, cultured germ cells were costained with SCP1 and SCP3. In the control group, during the induction process, spermatocytes of each stage of meiosis appeared sequentially. Specifically, almost no positive SCP1 and SCP3 signals were observed in the germ cells at Day 3 (D3), indicating that the germ cells were still in the spermatogonium stage. On the 6th day (D6), the germ cells showed a dotted positive SCP3 signal, indicating that the germ cells had started meiosis and entered the preleptotene stage. Then, linear SCP3 signals were observed in the germ cells at the 8th day (D8), indicating that the germ cells had entered the leptotene stage; subsequently, linear SCP3 in the germ cells gradually thickened, and punctate SCP1 also appeared at Day 10 (D10), suggesting that the germ cells had reached the zygotene stage. Finally, linear SCP1 and SCP3 were coexpressed in the germ cells at Day 12 (D12), showing that the germ cells had reached the pachytene stage **(** Figure 2B, upper panel**)**. After inhibiting Rbakdn, the germ cells showed a dotted positive SCP3 signal at D6, indicating that the germ cells had started meiosis and entered the preleptotene stage; however, the germ cells still showed a dotted positive SCP3 signal from D6 to D12, indicating that even though the germ cells had started meiosis and entered the preleptotene stage, they could not continue the further meiosis process **(** Figure 2B, lower panel**)**. These *in vitro* results indicated that Rbakdn knockdown inhibits the process of meiosis.

### Knockdown of Rbakdn Promotes Apoptosis of GC-2spd Cells

To further evaluate and verify the effect of Rbakdn on the development of spermatocytes, we used germ cell lines to study the effect of knocking down Rbakdn on the proliferation and apoptosis of spermatocytes.

Measurement of mRNA levels revealed that Rbakdn was expressed at low levels in GC-1spg cells (corresponding to a stage between type B spermatogonia and primary spermatocytes) but was highly expressed in GC-2spd cells (mouse spermatocyte cell line) **(** Figure 3A **)**, verifying that Rbakdn is specific to testicular meiotic cells. Then, we performed nuclear-cytoplasmic separation and detected Rbakdn expression in the cytoplasm and nucleus. After separation of the cytoplasm and nucleus, the qRT–PCR results showed that the cytoplasmic marker protein β-actin was mainly expressed in the cytoplasm, and the nuclear marker protein U6 was mainly expressed in the nucleus. These control results demonstrated that the cytoplasm and nucleus were successfully separated. The results showed that approximately 60% of Rbakdn was expressed in the cytoplasm, and the rest was expressed in the nucleus. These results suggested that Rbakdn is mainly expressed in the cytoplasm **(** Figure 3B **)**.

**FIGURE 3:**
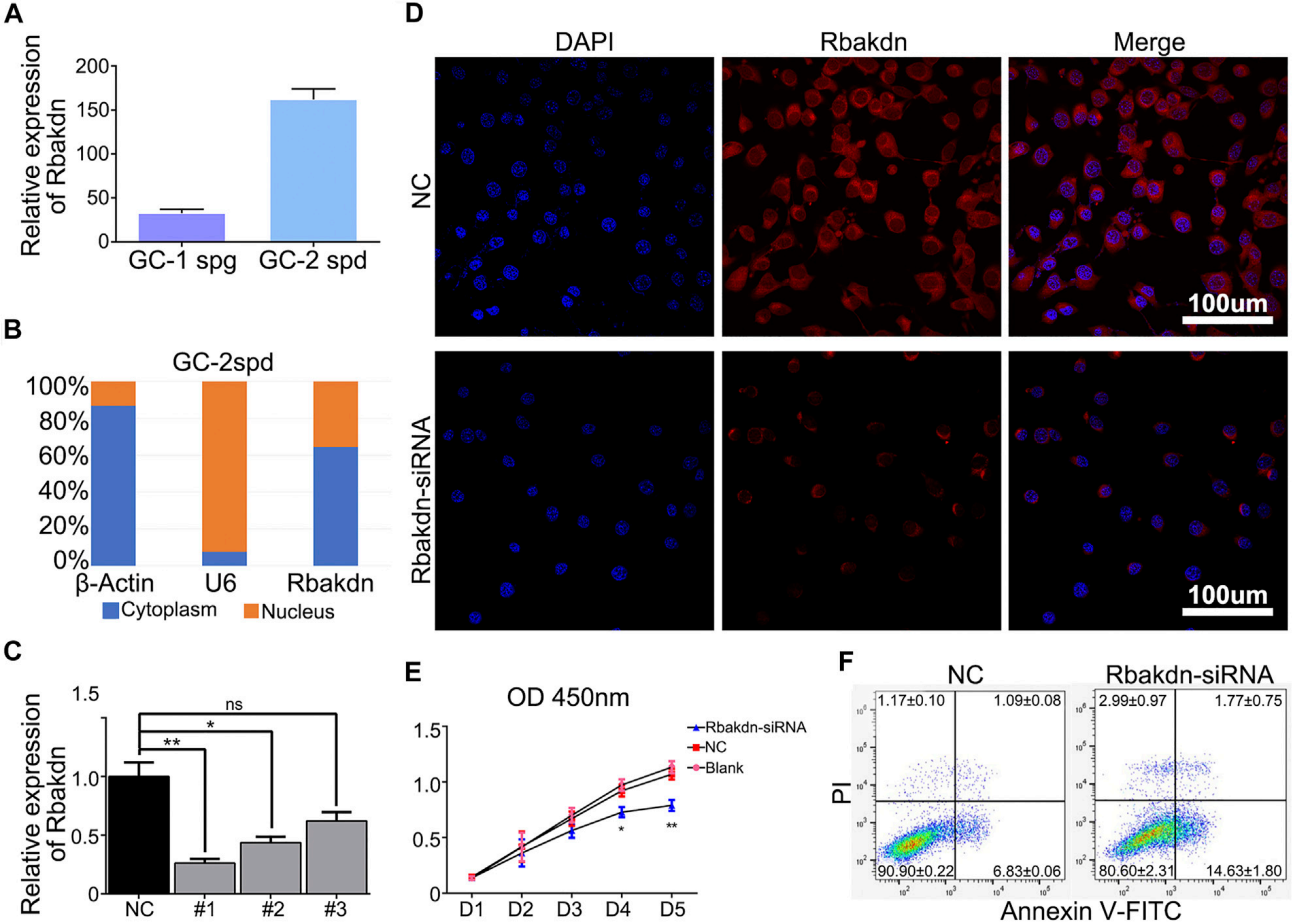
Knockdown of Rbakdn promotes apoptosis of GC-2spd cells. **(A)** Rbakdn expression in GC-1spg and GC-2spd cells. **(B)** The distribution of Rbakdn in GC-2spd cells. β-Actin is a cytoplasmic marker, and U6 is a nuclear marker. **(C)** The knockdown efficiency of Rbakdn-siRNA on Rbakdn in GC-2spd cells. **(D)** Rbakdn expression in GC-2spd cells after Rbakdn knockdown. **(E)** The role of Rbakdn in the proliferation of GC-2spd cells evaluated by the Cell Counting Kit-8 assay. **(F)** The apoptosis of GC-2spd cells after Rbakdn-siRNA treatment. The data are shown as the mean (±s.d.) of at least three separate experiments performed in triplicate. *p < 0.05, **p < 0.01.

We designed three siRNAs targeting Rbakdn to knock down its expression in GC-2spd cells. The results showed that all three siRNAs effectively knocked down Rbakdn expression after transfection. Among them, Rbakdn-siRNA1 had the best effect **(** Figure 3C **)**. Therefore, we used Rbakdn-siRNA1 (Rbakdn-siRNA) to conduct follow-up experiments. To further verify the distribution of Rbakdn in GC-2spd cells, we designed fluorescent probes of Rbakdn and performed FISH detection. The results showed that Rbakdn was expressed in both the cytoplasm and nucleus but mainly in the cytoplasm. After transfection with Rbakdn-siRNA, Rbakdn expression in GC-2spd cells was reduced **(** Figure 3D **)**.

Then, we detected the effect of Rbakdn-siRNA on the growth of GC-2spd cells by CCK-8 and found that compared with the that in the blank control or siRNA negative control group, the number of GC-2spd cells with Rbakdn siRNA transfection began to decrease on the third day and significantly decreased on the fourth and fifth days **(** Figure 3E **)**. We further used flow cytometry to detect the apoptosis of GC-2spd cells after Rbakdn knockdown and found that the apoptotic level of GC-2spd cells was significantly increased after transfection with Rbakdn-siRNA **(** Figure 3F **)**. These results indicated that knockdown of Rbakdn in GC-2spd cells promoted the apoptosis of GC-2spd cells, supporting the observation in primary germ cells.

### Knockdown of Rbakdn in the Testes Leads to Apoptosis of Spermatocytes

To further confirm the function of Rbakdn in the process of meiosis, we constructed a lentiviral vector expressing an shRNA targeting Rbakdn (Rbakdn-shRNA), which could effectively reduce Rbakdn expression **(** Supplementary Figure S3 **)**. We then injected the lentivirus expressing Rbakdn-shRNA into the testes of one-month-old wild-type mice. Each mouse was injected with a control lentivirus in the left testis and the Rbakdn-shRNA lentivirus at an equal titer in the right testis. The testes injected with lentivirus were collected at D3, D7, D10, D14, and D28 after injection to investigate the effect of Rbakdn knockdown on spermatogenesis. Compared with that in control subjects, the volume of the testes injected with Rbakdn-shRNA showed no difference at D3 and D7. However, the volume of the testes injected with Rbakdn-shRNA decreased from D10 and decreased more obviously at D14 and D28 **(** Supplementary Figure S4A **)**. The qRT–PCR results showed that Rbakdn-shRNA could effectively reduce Rbakdn expression in the testes **(** Supplementary Figure S4B **)**.

HE staining results showed that the control subjects injected with the control virus displayed normal spermatogenesis, and no vacuoles were observed in the seminiferous tubules. In contrast, after injection with Rbakdn-shRNA, as indicated by red asterisks, vacuoles began to appear in the seminiferous tubules at D7, which were more obvious and serious at D14 and D28 **(** Figure 4A **)**. Periodic acid-Schiff staining results further confirmed this defect in the testes injected with Rbakdn-shRNA **(** Supplementary Figure S4C **)**. Immunofluorescence staining of Scp3 showed normal spermatogenesis in testes injected with the control virus. However, the number of Scp3-positive spermatocytes in testes injected with Rbakdn-shRNA was obviously reduced at D14 and D28 **(** Supplementary Figure S4D **)**. We then dissected the mouse testes at D3, D7, D10, D14, and D28 after injection and detected the expression of the apoptosis-related protein cleaved caspase-3 by immunofluorescence. The results showed only a basic level of positive staining signals in testes from mice injected with the control virus, but spermatocyte apoptosis in the seminiferous tubules appeared at D7 and increased obviously on D10 after injection. On the 28th day, as indicated by white asterisks, many spermatocytes in the seminiferous tubules were apoptotic, and vacuolization was more severe in testes injected with Rbakdn-shRNA **(** Figure 4B **)**. These observations suggested that Rbakdn knockdown disturbed the process of meiosis and induced spermatocyte apoptosis *in vivo*.

**FIGURE 4:**
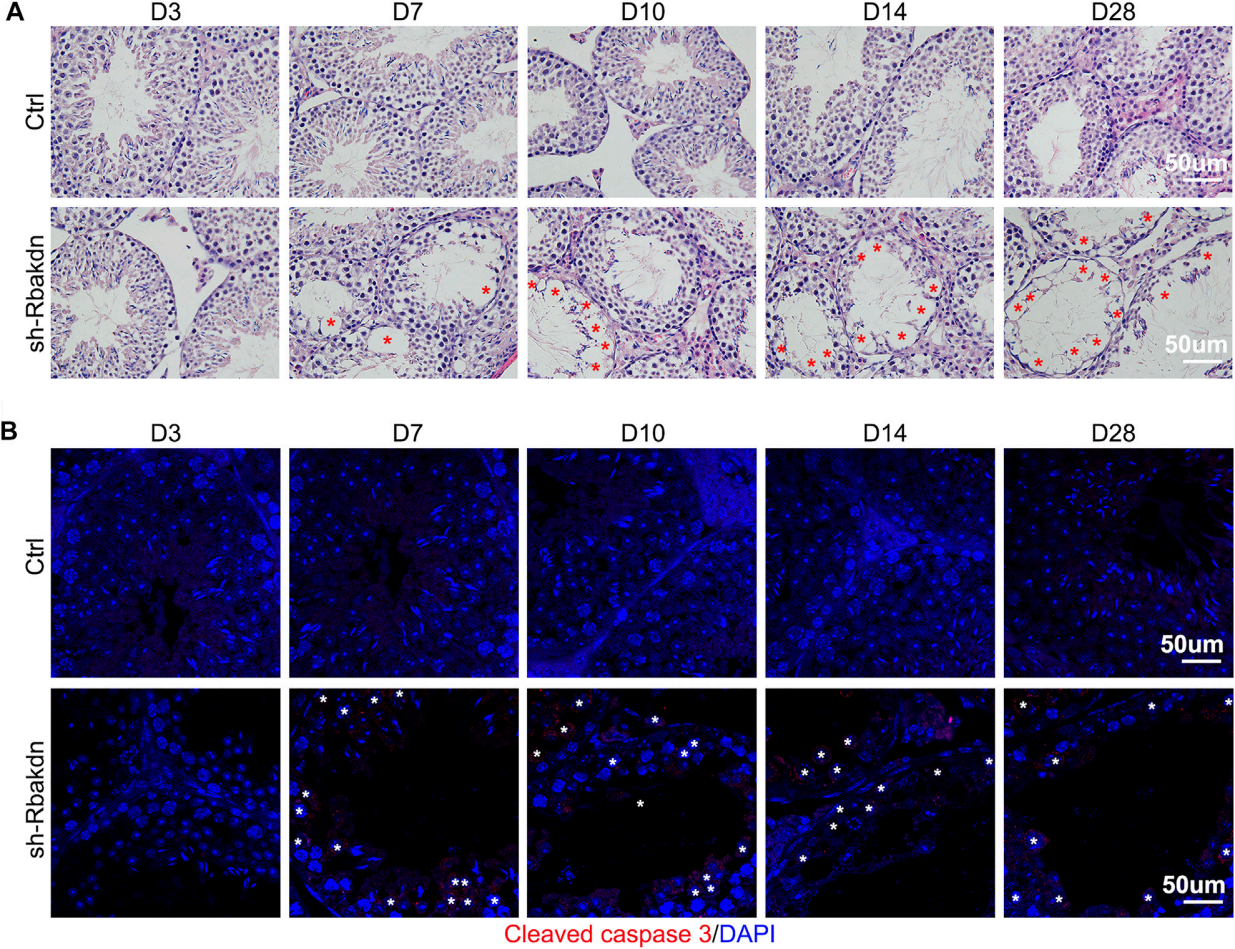
Knockdown of Rbakdn in the testis increased apoptosis of spermatocytes. **(A)** HE staining of mouse testes after injection of lentivirus-mediated Rbakdn-shRNA at D3, D7, D10, D14, and D28. The red asterisks indicate the vacuoles. **(B)** The expression of the apoptosis-related protein cleaved caspase-3 in testes after injection of lentivirus-mediated Rbakdn-shRNA at D3, D7, D10, D14, and D28. The white asterisks indicate the apoptotic spermatocytes.

### Knockdown of Rbakdn Reduces the Protein Levels of the RNA Binding Protein Ptbp2

To explore the mechanism of Rbakdn, we performed predictive analysis of the interacting microRNAs and RNA-binding proteins using related lncRNA databases (http://starbase.sysu.edu.cn/rbpClipRNA.php?source=lncRNA&flag=none&clade=mammal&genome=mouse&assembly=mm10&RBP=all&clipNum=1&target=rbakdn) and found its potential RNA-binding protein, Ptbp2, which is an essential alternative splicing factor for spermatogenesis (Zagore et al., 2015; Hannigan et al., 2017). Then, we detected Ptbp2 expression in testes injected with Rbakdn-shRNA using immunofluorescence staining and found that Ptbp2 was highly expressed in spermatocytes in control subjects. In addition to the decrease in the number of spermatocytes, we observed a significant decrease in PTBP2 expression in the remaining spermatocytes after knockdown of Rbakdn **(** Figure 5A **)**. We used the Ptbp2 antibody to pull down the RNA that binds to Ptbp2 and confirmed that Rbakdn could bind to Ptbp2 in GC-2spd cells **(** Figure 5B). We found that Rbakdn knockdown did not affect the mRNA expression level of Ptbp2 in GC-2spd cells with transient (Rbakdn-siRNA) or stable (Rbakdn-shRNA) knockdown of Rbakdn **(** Figures 5C,D). We assessed the protein level of Ptbp2 by Western blotting and observed that the protein expression of Ptbp2 was reduced in GC-2spd cells after Rbakdn knockdown **(** Figure 5E **)**. These results both *in vivo* and *in vitro* indicated that knockdown of Rbakdn reduced the protein expression of Ptbp2.

**FIGURE 5:**
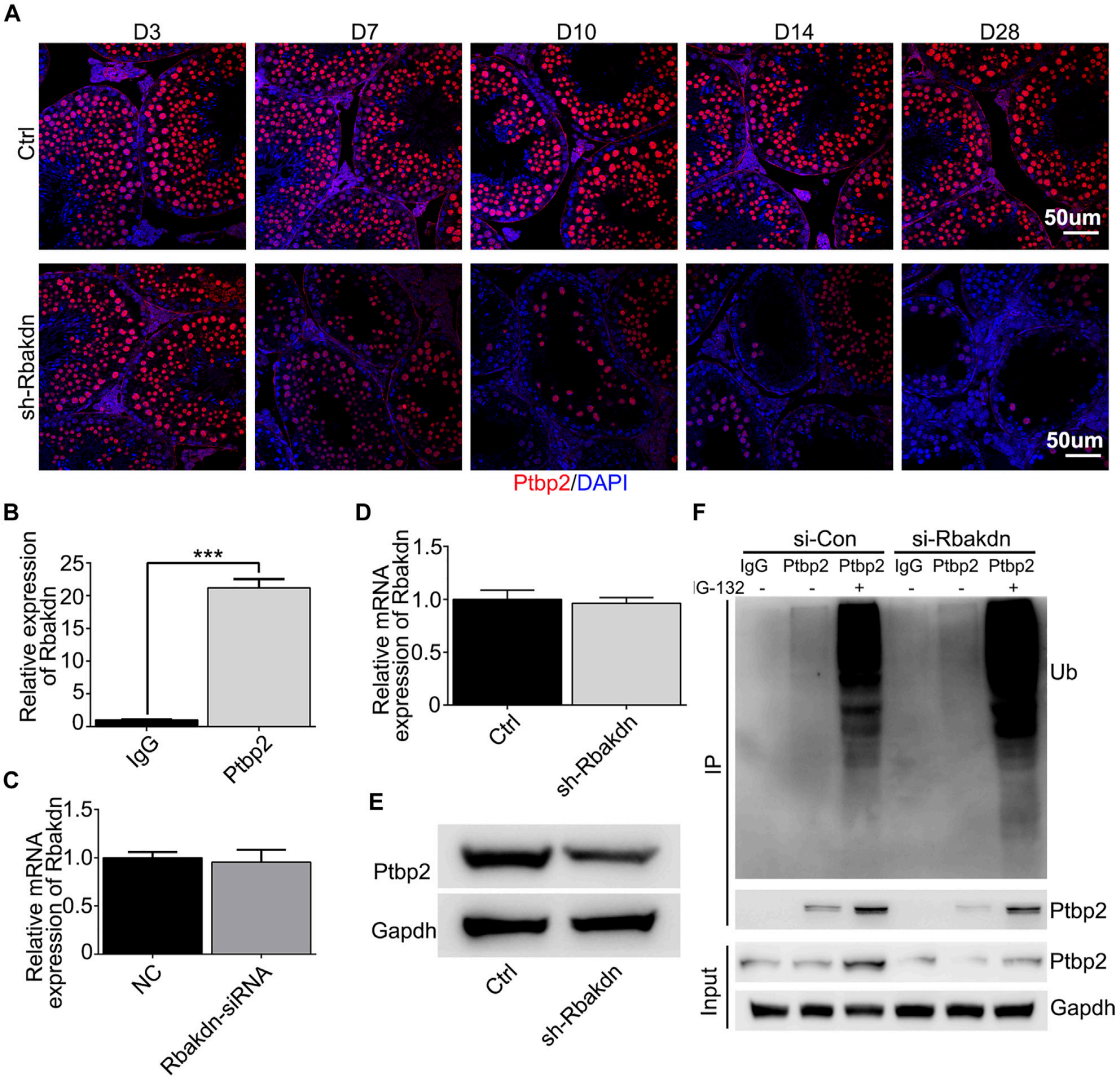
Knockdown of Rbakdn reduces the expression of the RNA binding protein Ptbp2. **(A)** Ptbp2 expression in the testes after Rbakdn knockdown. Blue: DAPI; Red: Ptbp2. **(B)** Ptbp2 expression after RNA-IP in GC-2spd cells. **(C)** Ptbp2 mRNA after Rbakdn knockdown by lentivirus in GC-2spd cells. **(D)** Ptbp2 mRNA expression after Rbakdn knockdown by lentivirus in GC-2spd cells. **(E)** Ptbp2 protein level after Rbakdn knockdown by siRNA in GC-2spd cells. **(F)** The ubiquitin level of Ptbp2 after Rbakdn knockdown by siRNA in GC-2spd cells.

We speculated that knockdown of Rbakdn might affect the stability of the Ptbp2 protein in spermatocytes, thus inducing degradation of the Ptbp2 protein. To confirm this hypothesis, we assessed Ptbp2 protein degradation in Rbakdn-knockdown GC-2spd cells treated with the proteasome inhibitor MG-132. After Rbakdn knockdown, Ptbp2 protein expression was reduced compared with that in the control group. Accordingly, Ptbp2 protein expression in GC-2spd cells increased after MG-132 treatment, and the ubiquitination level of Ptbp2 protein also increased **(** Figure 5F). These results showed that Rbakdn could maintain the stability of Ptbp2 by inhibiting its ubiquitination-mediated degradation.

## Discussion

The present study identified a novel spermatogenesis-related lncRNA, Rbakdn, and demonstrated that Rbakdn plays an essential role in meiosis in primary mouse germ cells *in vitro* and testes from mice *in vivo*. Rbakdn binds to the RNA-binding protein Ptbp2 to maintain its stability in meiosis progression.

Rbakdn is a long intergenic noncoding RNA that has been demonstrated to be highly and specifically expressed in the mouse testis (Yue et al., 2014). Moreover, its human homolog, RBAKDN, also showed a consistent pattern of expression in human testes (Fagerberg et al., 2014). The expression level of Rbakdn continued to increase after meiosis initiation (Trovero et al., 2020), which is consistent with the expression pattern of Rbakdn that we detected. Our further functional experiments demonstrated that knockdown of Rbakdn inhibits meiosis induced *in vitro* and leads to apoptosis of spermatocytes, suggesting its irreplaceable role in the process of meiosis.

LncRNAs can bind to specific proteins to act as important regulatory molecules during spermatogenesis. RBPs play important roles in maintaining tissue development and signal balances in mammals. The polypyrimidine bundle binding (PTB) protein family of RNA-binding proteins contains important posttranscriptional regulators of gene expression. One of its family members, PTB protein 2 (Ptbp2), plays a key splicing regulator function during the development of the nervous system (Suzuki et al., 2011; Licatalosi et al., 2012; Hu et al., 2018b).

Ptbp2 has been shown to begin to be expressed from the 5th to the 7th day after birth, and its expression gradually increases with meiosis progression (Zagore et al., 2015). Ptbp2 is required for proper posttranscriptional splicing of germ cell mRNAs(Zagore et al., 2015; Hannigan et al., 2017) and alternative splicing regulation of more than 200 genes, directly binds alternative splicing targets to repress splicing, and controls alternative splicing changes that occur between mitotic and meiotic germ cells. Strikingly, Ptbp2 plays a critical role in regulating the splicing of a network of genes that are important for germ-Sertoli cell communication (Hannigan et al., 2017). Moreover, Ptbp2 could stabilize *Pgk2* mRNA in murine male germ cells by binding to its 3′UTR transcripts (Xu and Hecht, 2007). LncRNAs could directly bind to RBPs. Database predictions and the RIP experiments showed that Rbakdn can bind to Ptbp2 and play a role in regulating the expression and function of Ptbp2. Here, Rbakdn may maintain the stability of Ptbp2 by binding to Ptbp2 to inhibit its ubiquitination-mediated degradation. Knockout of Ptbp2 led to increased apoptosis of meiotic spermatocytes and vacuolization of seminiferous tubules (Zagore et al., 2015). Thus, the apoptosis on the Rbakdn knockdown cells might be caused by the downregulation of PTBP2. Based on the complex regulation of lnRNA, Rbakdn knockdown may also affect other signal networks. In addition, cytoplasmic Rbakdn may also regulate the translation of Ptbp2 mRNA.

Ideal *in vitro* models for spermatocyte meiosis research are still lacking (Ibtisham et al., 2017; Lei et al., 2020). GC-2spd cells, as the cell line closest to spermatocytes, are often used to perform basic spermatocyte research (Zhou et al., 2018; Liang et al., 2020). Disappointingly, the morphology of GC-2spd cells is quite different from that of spermatocytes, and these cells do not express some of the marker proteins of spermatocytes, complicating acquisition of convincing results on spermatocyte meiosis from GC-2spd cells (Hofmann et al., 1994; Wolkowicz et al., 1996). To date, progress has been achieved in the *in vitro* meiosis of male germline stem cells, and artificial haploid sperm have been obtained (Eguizabal et al., 2011; Zhou et al., 2016; Lei et al., 2020). On this basis, we established a meiosis induction system for spermatocytes. We detected a large number of pachytene spermatocytes in the control group, but meiosis was blocked at the preleptotene stage after Rbakdn inhibition. Our results suggest that *in vitro* induction of meiosis of spermatocytes is a potentially viable model for studying meiosis. Lentivirus-mediated siRNA transfection into the testis is another avenue for rapid validation *in vivo* (Zhao et al., 2013). We injected Rbakdn-shRNA lentivirus into mouse testes and found that reduced Rbakdn expression promotes spermatocyte apoptosis in the seminiferous tubules. The combined use of GC-2spd cells, spermatocyte meiosis induction *in vitro*, and testis transduction strongly suggested that Rbakdn is indispensable for meiosis. Notably, however, the relevant results may require further validation by knockout animal models *in vivo*.

In summary, we identified Rbakdn as a testis-specific lncRNA that can bind to Ptbp2 to maintain its stability and function in meiosis. Our findings may be beneficial for understanding lncRNA-regulated meiosis and will provide valuable insights into the pathogenesis of male infertility.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding authors.

How the deposited data were processed for this re-analysis (not part of the article)

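RNA was measured in 4 libraries of C57BL/6 mouse spermatogenic cells, 1 library per stage. The stages were spermatogonia (SG) pooled from 30 mice of 7 days, and preleptotene (PlpSC), leptotene/zygotene (L/ZSC) and pachytene (PaSC) spermatocytes from 5 mice of 17 days. The paper states that cells were separated by gravity sedimentation (STA-PUT) after Sertoli cells had been left to adhere, and that ribosomal RNA was removed before directional libraries were made. According to the paper and the submitters' processing notes, the authors aligned reads to mm10 with TopHat at default settings and calculated expression of RefSeq genes with Cuffdiff. The versions of both programs, and whether values were scaled between libraries, are not given in the sources used here. The deposited values are FPKM for 24426 genes, with 1 column per stage, and the filter at 0.5 FPKM that the paper describes had not been applied to them. No per-sample column was left unused. Each column was matched to a sample by its name and is called the library labelled with that stage. Supplementary Table S2 does not bear out the labels SG, L/ZSC and PaSC.

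Values were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. Genes at 0.5 FPKM or more in at least 1 library were kept, 16652 in all. A gene was called higher or lower at a step when the plain ratio of FPKM was over 1.5 in either direction. A gene listed at 0 counted as changed when the other library was at 0.5 FPKM or more, and it was given no fold. An exact 0 in an FPKM table can be a failed estimate, so such genes are only said to be listed at 0. The lncRNAs were the 1678 of Supplementary Table S2, matched by symbol. Rbakdn was ranked by the FPKM difference and by the ratio between labelled PaSC and labelled SG, with 0.5 added to both values for the ratio. A lncRNA counted as rising when FPKM increased at all 3 steps and labelled PaSC was over 1.5 times labelled SG. With 1 library per stage there was no test between stages, and no p-value or SD is given for a stage.

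Gene lists were described by the median of log2(FPKM + 0.5) differences and by its percentile among 10000 random lists of the same size, drawn from 20 bins of mean expression with a fixed seed. The percentile describes these libraries and is not a test of the stages. The procedure was tested on simulated differences for 16652 genes with 200 lists of each kind: 5.5% of random lists and 95.5% of raised lists lay over the 95th percentile. These differences were independent between genes and unrelated to expression level, and the lists held random genes. The simulation therefore tested neither the matching on expression nor lists of genes that move together, as marker genes can. The lists covered germ cell stages, somatic cells of the testis, blood cells, the piRNA pathway, replication, the proteasome, imprinted genes, apoptosis regulators, polypyrimidine tract binding proteins, common reference genes, groups of lncRNAs and the genes the study names. These lists, the thresholds and the alternatives, apart from those stated otherwise, were set before the data were examined.

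Genes named in the text followed a rule. They were every gene the study names in its text, its enlarged heat map or its primer table, whose lncRNA values in Supplementary Table S2 had been seen. To these were added the 5 highest lncRNAs among those with a clear maximum in each library, the 5 lncRNAs with the largest and the 5 with the smallest ratio of labelled PaSC to labelled SG, the 5 other genes of at least 5 FPKM with the largest rise and fall at each step, the 4 members of each list with the highest FPKM, and Rbak. Hprt and Rmrp fall outside this rule and were named after their values had been seen.

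Chromosomes came from a RefSeq gene table (GRCm38.p6), in which 23457 genes matched by symbol, 857 by an older symbol and 112 not at all. The design had named a locus column of the deposited table for this, which the table lacks. The exons of Rbakdn came from GENCODE M21 on GRCm38, the assembly that mm10 names. Oligonucleotides were searched for exact matches over their full length on both strands of 141767 annotated transcripts, so partial matches were not covered.

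No read counts were analysed, so the depth of each library is unknown. The worth of 1 read was compared between libraries through the most common ratio of values under 0.06 FPKM within a log2 window of 0.075, both chosen after seeing the data. Alternatives were pseudocounts of 0.1, 0.5 and 1, no filter and filters at 1 and 5 FPKM, a fold threshold of 2, scaling of each library to the same sum, scaling by median ratios over genes above 1 FPKM in every library, other definitions of a rise, RefSeq lncRNAs as the set, other stages compared, list members of at least 5 FPKM and X-linked genes without those listed at 0. Leaving out the library labelled SG, the ratio and the difference of labelled PaSC against labelled PlpSC and the scalings of Rbakdn's ratios to labelled PlpSC were added after seeing the data. A count or a value was taken as unchanged within 1.5 times. RT-qPCR, knockdown, imaging and protein data of the study were not analysed here.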

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

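The tests of explanations given here were all chosen after the results had been seen. The lists of marker genes they use were fixed before.

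Ldhc, a lactate dehydrogenase of meiotic germ cells that the paper does not discuss, was at 3409 FPKM in the library labelled SG. Against the SG column of the paper's Supplementary Table S2 the SD of the log2 ratio of lncRNAs was 2.19, which argues against that library on another scale. The 7 lncRNAs of at least 5 FPKM in SG and over 10 times higher in the SG than in the PaSC column of that table had a median ratio of 1.00 relative to all lncRNAs, which argues against a mixture of those SG cells with pachytene cells. Against the PaSC column the SD was 0.00129, and the same lncRNAs were listed at 0 in both, over all 1678. The 2 columns therefore hold the same lncRNA values on different scales. A mislabelled column that holds the PaSC library stays open as a candidate explanation, because this match does not show which of the 2 labels is wrong. The paper's RT-qPCR of Rbakdn rises from SG to PaSC (Figure 1B), which does not settle which label is wrong. SG came from mice of 7 days, and Rbakdn was at 1803 FPKM in this column. Of 28 pachytene genes, 23 were more than 1.5 times lower in labelled PlpSC than in this column and 2 were higher. Of 25 Sertoli cell genes 18 were highest in this column. No difference by age or stage was tested apart from the label.

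Prm1 at 2937 FPKM and Tnp1 at 4407 FPKM in the library labelled PaSC are genes of spermatid chromatin that the paper does not discuss. Scaling between libraries is argued against, since the lowest median of the 32 spermatid genes from labelled L/ZSC to labelled PaSC was 4.18 over the 3 scalings. Round or elongating spermatids in the library stay open as a hypothesis. The STA-PUT sort is meant to remove them, and they mostly appear after the 17 days of age of these mice. All 32 genes were highest in labelled PaSC, with Prm2 at 1914 FPKM against 9.07 in labelled L/ZSC. Fabp9, however, at 2910 FPKM was almost as high in labelled L/ZSC (2617) and at 1654 FPKM in labelled SG. Of the 32 genes, 23, 18, 32 and 32 were at 0.5 FPKM or more in labelled SG, PlpSC, L/ZSC and PaSC, and 2 are in another list. Whether the PaSC library of the paper's Supplementary Table S2 received spermatids cannot be told apart from another library, because 4 of 234 lncRNAs at 5 FPKM or more in that table (1.71%) were more than 4 times lower in labelled PaSC, between the limits set for either. Expression of these genes by pachytene spermatocytes themselves was not tested.

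Col1a2, a collagen of interstitial fibroblasts, at 219 FPKM and Lyz2, a lysozyme of macrophages, at 138 FPKM in the library labelled PlpSC are also outside the genes the paper discusses. A lower share of germ cells would raise every other cell type alike, and was tested on the differences of labelled PlpSC from labelled L/ZSC and labelled PaSC, without the library labelled SG. For the fibroblast genes it is argued against as the whole cause, since their lower quartile lay above the upper quartile of the Sertoli cell genes in both comparisons, by at least 0.38 over the 3 scalings. For the macrophage genes it cannot be told apart, because in the deposited values these quartiles lay 1.58 apart against labelled L/ZSC but overlapped against labelled PaSC (-0.83). Sertoli cell genes were themselves higher in labelled PlpSC than in both, by medians of 0.85 and 3.05, of which the first turned to -0.23 with each library scaled to the same sum. Scaling is argued against by the lowest fibroblast median from labelled SG to labelled PlpSC over the 3 scalings, 1.88. Fibroblasts and macrophages in the library stay open as a hypothesis: all 24 genes of both lists were highest there (22 with each library scaled to the same sum), led by Sparc at 488 and Col3a1 at 233 FPKM. The STA-PUT sort is meant to remove such cells, while the paper describes the adherence culture as a step for Sertoli cells. The purity that the paper states for each stage leaves room for some other cells. Of 11 fibroblast genes 9, 11, 9 and 7 were at 0.5 FPKM or more in labelled SG, PlpSC, L/ZSC and PaSC and 1 is in another list, and of 13 macrophage genes 11, 13, 9 and 11 were, with 0 in another list. No biological difference between the stages was tested for these genes.

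Insl3, a hormone of Leydig cells and a gene the paper does not discuss, was at 1834 FPKM in the library labelled PaSC and 632 FPKM in labelled PlpSC.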

How the results depend on the processing

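Over 72 results, 438 alternatives were computed, of which 333 stayed within 1.5 times with the same direction, 84 moved further and 21 changed direction. Median ratio scaling left 68 of 72 results within these limits and scaling to the same sum 20 of 72. The median ratio factors of the libraries lay only between 0.872 and 1.12, so ratios and list medians could hardly move beyond 1.5 times. The first of these counts therefore says little about how stable the results are. Leaving out the library labelled SG, the ratio of labelled PaSC to labelled PlpSC and their difference, by which Rbakdn also ranked 1, and both scalings of the ratios of Rbakdn to labelled PlpSC were chosen after seeing the data. No paired analysis was possible because there was 1 library per stage. Depth is unknown, so no limit from counting error can be given, and for every change listed here the cause was not tested, apart from fewer genes under stricter filters.

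Without a filter 1616 lncRNAs were above 0, against 1052 at 0.5 FPKM, 298 were higher from labelled SG to labelled PlpSC, 283 were highest in labelled SG and 463 in labelled PlpSC, and 130, 313 and 50 were over 1.5 times the next library in labelled SG, PlpSC and L/ZSC. With the filter at 1 FPKM 90 were highest in labelled SG, 20 of them over 1.5 times the next, and the median of red blood cell genes from labelled SG to labelled PlpSC turned from -0.18 to 0.22. With the filter at 5 FPKM 480 lncRNAs remained. Of these, 49 were higher and 272 lower at the first step, 332 higher and 60 lower at the second and 189 higher and 67 lower at the last, 36, 61, 119 and 264 were highest in labelled SG, PlpSC, L/ZSC and PaSC, 5, 7, 35 and 180 were over 1.5 times the next in labelled SG, L/ZSC, PlpSC and PaSC, and 40 rose at every step. Under that filter 2993 genes were higher at the first step, 4631 lower at the second and 2265 higher at the last.

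With a pseudocount of 1, 107 lncRNAs were higher at the first step, 179 lower at the second and 76 lower at the last, and 2355 genes were lower at the last. A pseudocount of 0.5 gave 99 lncRNAs lower at the last step. A fold threshold of 2 gave 72 lncRNAs and 1818 genes lower at the last step. Rises of over 1.5 times at every step were found for 30 lncRNAs, rises with falls of less than 1.5 times allowed for 109, and rises without the library labelled SG for 413. Without that library 62 lncRNAs were over 1.5 times the next in labelled L/ZSC. The rank of Rbakdn by ratio was 19 for labelled L/ZSC over labelled PlpSC and 111 for labelled PaSC over labelled PlpSC, the latter a ratio of 16.5.

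Scaling to the same sum gave 32 lncRNAs higher and 736 lower at the first step, 109 lower at the second and 74 lower at the last. It gave 1222 genes higher and 11674 lower at the first step, 8773 higher and 3522 lower at the second and 1799 lower at the last. It put 230, 36 and 98 lncRNA maxima in labelled SG, PlpSC and L/ZSC, of which 102, 17 and 8 were over 1.5 times the next, and 41 lncRNAs rose at every step. The ratio of Nudcd3 was 2.60. Rbakdn in labelled PaSC over labelled L/ZSC turned from 0.959 to 1.25, Malat1 in labelled SG over the next library from 0.695 to 1.31 and 1700100I10Rik in labelled L/ZSC from 1.23 to 0.945. From labelled SG to labelled PlpSC, medians turned to -0.53 for undifferentiated and -0.26 for differentiating spermatogonial genes, -0.26 for meiotic entry, -0.55 for replication, -0.47 for recombination, -0.24 for synaptonemal complex and -0.056 for imprinted genes. The median of all genes was -0.99 for this step under that scaling, against 0 in the deposited values, and all of these list medians lay above it. Recombination genes turned to 0.16 and Sertoli cell genes to 0.23 from labelled PlpSC to labelled L/ZSC, and the enlarged lncRNAs of Figure 1A to 0.075 from labelled L/ZSC to labelled PaSC. For these steps the scaling put the median of all genes at 0.53 and 0.19, against -0.29 and -0.10 in the deposited values.

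Median ratio scaling put 79 lncRNA maxima in labelled SG, 27 of them over 1.5 times the next, and turned the ratio of Rbakdn in labelled PaSC over labelled L/ZSC to 1.08. Over list members of at least 5 FPKM the medians from labelled SG to labelled PlpSC turned to 0.84 for endothelial and 0.64 for red blood cell genes. Each of these is the value of a single gene, Egfl7 and Hbb-b1, since no other member reached that level. The X minus autosomal median from labelled L/ZSC to labelled PaSC, 0.013, turned to -0.028 with a pseudocount of 0.1, -0.11 with scaling to the same sum, -0.024 with median ratios and -0.067 without genes listed at 0.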

Differences from the paper's values

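The paper's values here are those of its Supplementary Table S2 or were computed from that table at the paper's thresholds of 0.5 FPKM and 1.5 times. Values set side by side under 1 stage name need not belong to the same library: for lncRNAs the deposited column labelled SG was proportional to the PaSC column of that table, at a ratio of 1.27 (SD of the log2 ratio 2.19 against its SG column), and the columns labelled L/ZSC and PaSC had SDs of 0.81 and 1.44 against those of the same name. This limit holds for every value below except those of PlpSC. Alternatives named here were set before the data were examined unless stated otherwise.

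From SG to PlpSC, 444 lncRNAs were higher in the paper's table and 188 in the deposited values, whose column labelled SG follows the PaSC column of that table. The value without a filter, 298, came within 1.5 times of the paper's, and the other pseudocounts, filters, fold threshold and scalings did not. Lower were 141 lncRNAs in the paper's table and 476 in the deposited values, and no alternative came within 1.5 times. From PlpSC to L/ZSC, 327 were higher in the paper's table and 531 in the deposited values. Pseudocounts of 0.5 (485) and 1 (425), filters at 1 FPKM (486) and 5 FPKM (332) and a fold threshold of 2 (466) came within 1.5 times, while no filter and both scalings did not. From L/ZSC to PaSC, 202 were higher in the paper's table and 428 in the deposited values, and among the alternatives only the filter at 5 FPKM (189) came within 1.5 times. At that step 86 were lower in the paper's table and 161 in the deposited values. Pseudocounts of 0.5 (99) and 1 (76), filters at 1 FPKM (129) and 5 FPKM (67), a fold threshold of 2 (72), scaling to the same sum (74) and median ratios (124) came within 1.5 times, and no filter did not. The filter and fold settings differ from the paper's thresholds.

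The paper's table has 311 lncRNAs highest in PaSC and the deposited values have 503. Filters at 1 FPKM (434) and 5 FPKM (264) came within 1.5 times, and no filter and both scalings did not. At every step 229 lncRNAs rise in the paper's table and 68 in the deposited values, with no lncRNA in both groups, and the first deposited step starts from that column labelled SG. None of the alternatives for filter, scaling or definition of a rise came within 1.5 times, nor did leaving out the library labelled SG (413), which was chosen after seeing the values.

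The ratio of Rbakdn between PaSC and SG is 242 in the paper's table and 1.56 in the deposited values, where it is taken to the column labelled SG that follows the PaSC column of the paper's table, and its rank by ratio is 4 in the paper's table and 436 in the deposited values. No alternative for scaling, pseudocount, filter, lncRNA set or stages compared came within 1.5 times of either. Rbakdn is at 5.86 FPKM in SG, 1253 in L/ZSC and 1417 in PaSC in the paper's table, and at 1803, 2938 and 2818 FPKM in the deposited libraries with these labels. In SG, Malat1 is at 1199 and H19 at 266 FPKM in the paper's table, and at 489 and 3.31 FPKM in the library labelled SG. For PaSC the paper's table gives 286 FPKM for 1700028J19Rik and 53.6 for Gm2762, and the library labelled PaSC has 706 and 129 FPKM. Neither scaling brought any of these levels within 1.5 times. The PlpSC values of all lncRNAs are identical in both tables.

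The paper states that many lncRNAs rise gradually through meiosis. Of 1052 expressed lncRNAs, 68 rose at every step in the deposited values, and 30 by more than 1.5 times at each, while 413 rose when the library labelled SG was left out, an alternative chosen after seeing the values. Spermatid and Leydig cell genes rose from labelled L/ZSC to labelled PaSC as well, so the 413 need not be rises through meiosis. The paper names Rbakdn as the most upregulated lncRNA, without saying by which measure. By the difference between labelled PaSC and labelled SG Rbakdn ranked 1, as in the paper's table, and by ratio it did not. Its enlarged heat map (Figure 1A) shows lncRNAs that rise through the stages, and 0 of these 22 rose at every step in the deposited values. Among its examples of lncRNAs high in a stage, Malat1 and H19 were highest in labelled PlpSC instead of labelled SG and 1700020N01Rik in labelled PaSC instead of labelled L/ZSC, and the other 5 of 8 were highest in the library labelled with the stage given. These comparisons also use the column labelled SG that follows the PaSC column of the paper's table. Of 798 lncRNAs expressed in both tables, 382 (47.9%) had their maximum in the same stage.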

Other observations

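Genes of the X chromosome, which is silenced in pachytene spermatocytes, had a median of 4.45 FPKM over 724 expressed genes in the library labelled PlpSC. It was 1.84 FPKM in labelled SG, 0.870 in labelled L/ZSC and 1.04 in labelled PaSC, while the median of 15858 autosomal genes lay at 8.37, 7.79, 5.75 and 6.70 FPKM in the same order. The X minus autosomal median of log2(FPKM + 0.5) differences was 0.77 from labelled SG to labelled PlpSC (percentile 100), -1.50 from there to labelled L/ZSC (percentile 0) and -0.76 from labelled SG to labelled PaSC (percentile 0). Over the same genes with each library scaled to the same sum, the first and second of these were 1.02 and -1.29. Fibroblast and macrophage genes moved the same way at these steps, by medians of 3.20 and 3.03 and then of -4.39 and -3.46. From labelled L/ZSC to labelled PaSC it was 0.013, and -0.14 under that scaling, and the X median itself, -0.091, lay at percentile 0.05 of random autosomal lists matched on expression, whose median was 0.0064. Tsx, a transcript of the X inactivation center, was at 48.5 FPKM in labelled SG and 2.72 in labelled PaSC. Of 3 lncRNAs of that center, 2 were highest in labelled PlpSC, and 1 under that scaling. The label of the library called SG is in doubt, since its lncRNA values were proportional to those of PaSC in the paper's Supplementary Table S2, and that table does not bear out the labels L/ZSC and PaSC either.

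Ptbp2, the splicing regulator that the paper finds bound to Rbakdn, was at 103 FPKM in the library labelled SG, 63.7 in labelled PlpSC, 119.8 in labelled L/ZSC and 72.1 in labelled PaSC. Its paralogs Ptbp1 and Ptbp3 were at 54.4 and 7.84 FPKM in labelled PaSC. Each of these 3 genes was highest in a different library, Ptbp1 in labelled SG and Ptbp3 in labelled PlpSC, and with each library scaled to the same sum 2 were highest in labelled SG. Of 24 piRNA pathway genes 14 were over 1.5 times higher in labelled L/ZSC than in labelled PlpSC, a median of 1.14 (percentile 97) and of 2.27 under that scaling, with Mael at 277 and 1013 FPKM. From labelled L/ZSC to labelled PaSC 14 were lower, a median of -0.59 (percentile 0) and of -0.23 under that scaling, among them Piwil1, a PIWI protein, at 299 and 182 FPKM. Of 25 proteasome and ubiquitin genes 5 were lower and 1 was higher at that step, a median of -0.43 (percentile 0.29) and of -0.058 under that scaling. Psmc3, a proteasome ATPase, was at 738 and 812 FPKM. That scaling put the median of all genes at 0.19 for this step, against -0.10 in the deposited values. Markers of other cells moved at that step too: the medians of spermatid and Leydig cell genes rose by 4.18 and 3.12 and that of Sertoli cell genes fell by 1.86. At the step before, from labelled PlpSC to labelled L/ZSC, the medians of fibroblast and macrophage genes fell by 4.39 and 3.46.

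Of 28 genes of replication licensing and DNA synthesis 17 were highest in labelled PlpSC, with a median 0.68 above labelled SG (percentile 99.97), but 8 with each library scaled to the same sum, where the median turned to -0.55. The helicase gene Mcm5 was at 80.5 FPKM there and 23.4 in labelled SG, and Pcna, the sliding clamp, at 197 and 215 FPKM. Of 24 imprinted genes 21 were highest in labelled PlpSC, with a median of 1.02 (percentile 99.98), but 10 under that scaling, where the median turned to -0.056. That scaling put the median of all genes at -0.99 from labelled SG to labelled PlpSC, against 0 in the deposited values. Both list medians thus stayed above that of all genes. From labelled PlpSC to labelled L/ZSC it put the median of all genes at 0.53, against -0.29. From labelled PlpSC to labelled L/ZSC 21 of the 24 were lower, a median of -1.83 (percentile 0.01) and of -0.86 under that scaling, among them Gnas at 129 and 29.7 FPKM. Of 16 apoptosis regulators 13 were lower at that step, a median of -1.25 (percentile 2.81) and of -0.39 under that scaling, among them Bax, a pore-forming protein of mitochondria, at 39.1 and 9.48 FPKM. Fibroblast and macrophage genes were high in labelled PlpSC as well. With median ratio scaling 17 replication and 20 imprinted genes were highest in labelled PlpSC, with medians of 0.79 and 1.06 above labelled SG.

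Of 4 lncRNAs of nuclear architecture 2 were highest in labelled PlpSC (1 with each library scaled to the same sum) and 2 in labelled PaSC, where Neat1 was at 21.4 FPKM. Tsx, which the study's introduction names as a lncRNA and the RefSeq gene table lists as protein-coding, was highest in labelled SG. Of the 9 lncRNAs that the study names in its results 4 were highest in labelled PlpSC, 2 in labelled L/ZSC and 3 in labelled PaSC, and of 17 other genes it names 11 were highest in labelled PlpSC, among them Sycp1 at 215 FPKM. These genes were picked by the study and are not independent evidence of a direction. Counts for both groups were 3 and 5 in labelled PlpSC with each library scaled to the same sum.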
